# Gene profiles and mutations in the development of cataracts in the ICR rat model of hereditary cataracts

**DOI:** 10.1038/s41598-023-45088-1

**Published:** 2023-10-24

**Authors:** Masaru Takashima, Kei Taniguchi, Masaya Nagaya, Shunki Yamamura, Yoshihiro Takamura, Masaru Inatani, Masaya Oki

**Keywords:** Molecular biology, Medical research

## Abstract

Cataracts are opacifications of the lens that cause loss of visual acuity and ultimately of eyesight. Age-related cataract develops in most elderly people, but the mechanisms of cataract onset are incompletely understood. The Ihara Cataract Rat (ICR) is an animal model of hereditary cataracts showing cortical opacity that commonly develops prematurely. We identified putative mechanisms of cataract onset in the ICR rat model by measuring gene expression changes before and after cortical cataract development and conducting point mutation analysis. Genes differentially expressed between 4-week-old animals without cortical cataracts and 8–10-week-old animals with cortical cataracts were selected from microarray analysis. Three connections were identified by STRING analysis: (i) Epithelial-Mesenchymal Transition (EMT), including *Col1a2,* and *Pik3r1.* (ii) Lens homeostasis, including *Aqp5,* and *Cpm*. (iii) Lipid metabolism, including *Scd1, Srebf1,* and *Pnpla3*. Subsequently, mutation points were selected by comparing ICR rats with 12 different rats that do not develop cataracts. The apolipoprotein *Apoc3* was mutated in ICR rats. Analyses of gene expression changes and point and mutations suggested that abnormalities in EMT or lipid metabolism could contribute to cataract development in ICR rats.

## Introduction

Cataract is a disease in which progressive opacification of the lens causes loss of visual acuity and ultimately of eyesight^1^. Presently, the only available intervention is surgical replacement with intraocular lens, and the mechanisms of cataract formation has not been elucidated.

Cataracts are classified into three types: nuclear cataracts, posterior subcapsular cataracts, and cortical cataracts^2^. Nuclear cataract develops due to aggregation of the crystallin-constituting lens^3^. Posterior subcapsular cataract is caused by dysregulated migration of lens epithelial cells (LECs)^4^. Cortical cataract opacifications occur due to swelling and collapse of fibers at the cortex^5^.

Induction models initiate cataract formation by drug treatment, while in hereditary cataractous models, cataracts spontaneously develop with aging. The selenite induction cataract model induces development of nuclear cataracts^6^. Diabetic cataract models such as STZ rats^7^ and the related galactose-induced cataract model^8^ develop cortical cataract. Mouse and rat models of hereditary cataract are available. The Emory mouse develops nuclear cataract^9,10^, and the senescence-accelerated mouse (SAM)^11^ develops cortical cataract. The Shumiya Cataract Rat (SCR)^12,13^, Upjohn Pharmaceutical Limited (UPL) rat^14,15^, and Ihara Cataract Rat (ICR)^16^ are commonly used rat models of hereditary cataract. The ICR model is a recessive hereditary cataract rat model that develops cortical cataracts beginning slightly before 7 weeks of age, and nuclear cataracts reach maturity after 12 weeks of age^16,17^. The causative genes for cataract formation in ICR are currently unknown. In the Ihara epileptic rat (IER), which is inbred lines selected from ICR for individuals who develop epilepsy, two loci have been identified as potential inducers of nuclear cataract formation, but the causative genes have not yet been identified^18^.

Induction and hereditary models of cataract have distinct benefits and caveats, and models are selected based on the application. We selected to use a hereditary cataractous model in this study. Unlike induction models, cataracts develop in hereditary models over time similar humans, in which cataract develops with age. This study, we focused on ICR. One cause of cataracts in the ICR model is oxidative stress^19^. Serum lipid peroxide levels dramatically increase in ICR rats at 13 days of age^20^. Laser Raman spectroscopy revealed that in ICR lenses relative to wild-type lenses, the S–S bond increased and the SH group decreased in the lens protein ^21^. Furthermore, saccharification of lens proteins contributes to cataract^22^. In ICR lenses, a specific type of glycosidase activity increases on developing cataracts^23^. Therefore, oxidative stress and lens protein saccharification are likely involved in ICR cataract development. Further, lens Ca^2+^ concentration increases and lens glutathione concentration decreases in lenses with cataract^24,25^. Likewise, in ICR rats, lens Ca^2+^ concentration is increased and glutathione concentration is decreased^26–28^. Moreover, excessive NO advances lipid peroxidation and inhibits Ca^2+^-ATPase in ICR lenses^29^. Increased Ca^2+^ concentration activates the calcium-dependent protease calpain, and consequently α-crystallin, which functions as a chaperone, is degraded^27^. Subsequently, depletion of glutathione, an endogenous antioxidant enzyme, promotes an oxidative environment. The resultant oxidized proteins are more susceptible to calpain proteolytic degradation. The first amino acid residue of Met of α-crystallin is oxidized^30^ and its chaperone activity was decreased by C-terminal truncation of α-crystallin in ICR lenses, which occurs by 12 weeks of age^31^. Further, mass spectrometry imaging analysis revealed that the C-terminal cleaved products of α crystallin accumulated around nuclear cataracts in ICR lenses^32^. Thus, crystallin protein aggregation is caused by decreased chaperone activity due to α-crystallin truncation. Although numerous studies have investigated the role of crystallin in nuclear cataract formation in ICR, the mechanism by which early cortical cataracts develop and concomitant changes in gene expression profiles remains incompletely understood.

Previous IER study, suggests involvement of two distinct genes in cataract formation, in which the role of each gene is time dependent^18^. Linkage analysis revealed that Cataract Ihara 1 (*Cati1*) is the locus on chromosome 8 related to cataract formation, and that Cataract Ihara 2 (*Cati2*) is the locus on chromosome 15 related to the timing of cataract formation. Backcrossing experiment were conducted between IER and Wister-Kyoto (WKY) rat that do not develop cataract and known to abundance of genetic polymorphisms ^33^, defining the alleles originating from the IER as i and the allele originating from the WKY as w. In *Cati1*^*i*^/*Cati1*^*i*^ animals, *Cati2*^*i*^/*Cati2*^*i*^ causes early cataract development, and *Cati2*^*i*^/*Cati2*^*w*^ and *Cati2*^*w*^/*Cati2*^*w*^ cause late cataract development. Nuclear cataracts form in the IER model, and the similarities or differences of this mechanism with that of cortical cataract formation in the ICR model remain unclear.

In this study, we identified a gene group involved in ICR cataract development by analyzing lens gene expression changes using microarray analysis of time series sampling according to cataract progression times. Further, we investigated potential cataract-causing genes in the ICR model by identifying point mutations with whole-genome analysis using next generation sequencing. Determining the relationships between changes in gene expression profiles and point mutation analysis could potentially elucidate the mechanisms of cataract development in the ICR model.

## Results

### Lens opacity progression in ICR rats

To identify gene expression profile changes occurring concomitantly with progression of ICR lens opacity, we first examined the timing of lens opacity formation. The progression of lens opacity was characterized by extracting and photographing lenses isolated from 2-, 4-, 8-, 10-, 12-, 14- and 18-week-old ICR rats (Fig. 1). Opacities were not present in 2- and 4-week-old ICR lenses, but cortical opacity was detected from the equator of the eye to the cortex in 8- and 10-week-old ICR lenses. In 12-week-old ICR lenses, opacity was detected on the posterior capsule. Moreover, nuclear opacity was detected in 14- and 18-week-old ICR lenses. A prior study reported that opacity at the equator cortex develops by 7 weeks of age, opacity in the posterior capsule cortex develops by 10 weeks of age, and nuclear opacity develops after 3 months of age^17^, consistent with our findings.

**Figure 1:**
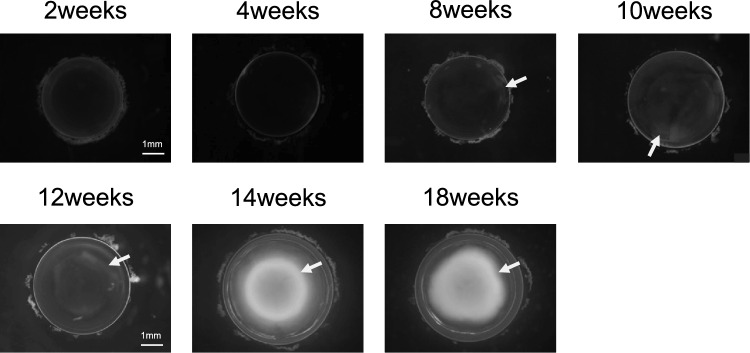
ICR develops opacity in an age-dependent manner. Microscope pictures of lenses just after extraction from 2-, 4-, 8-, 10-, 12-, 14-, and 18-week-old ICR rats. Pictures are shown in grayscale. White arrows indicate lens opacity.

### Temporal gene expression profile changes in ICR lenses

To examine changes of gene expression profiles occurring over the progression of ICR lens opacity, we conducted microarray analysis of 2-, 4-, 8-, 10-, 12-, 14- and 18-week-old ICR lenses (Fig. 1). A heat map and a PCA plot were generated to analyze the gene expression profiles of microarray (Fig. 2a, b). Heat map analysis revealed the differences of gene expression profiles between 2-, 4- and 8-week-old and 10-,12-,14- and 18-week-old ICR lenses (Fig. 2a). At 10 and 12 weeks of age, the period in which posterior capsule opacification begins, the gene expression profiles were similar between 10- and 12-week-old samples. Also, at 14 and 18 weeks of age, when nuclear opacity begins, 14- and 18-week gene expression profiles were similar.

**Figure 2:**
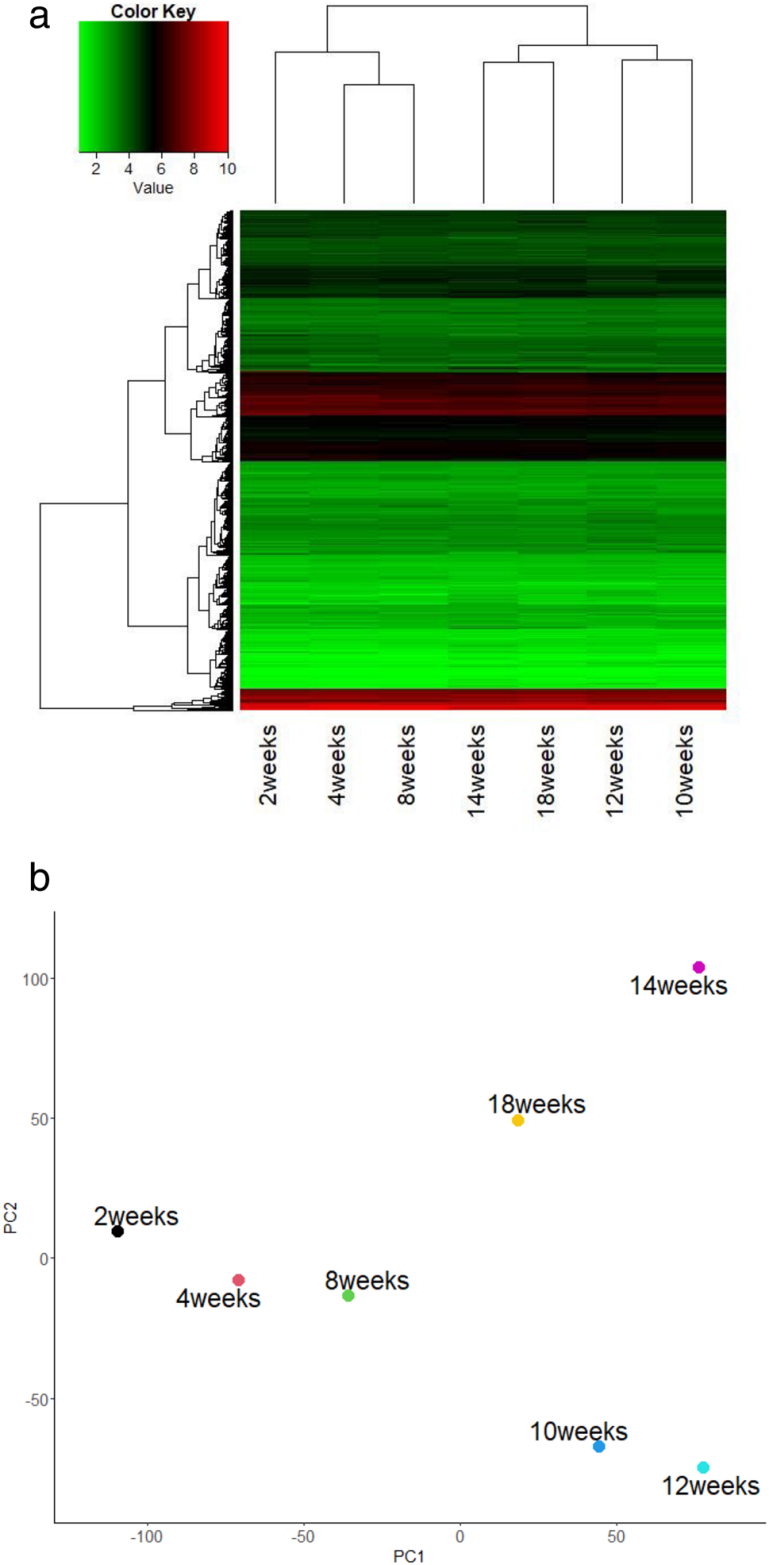
Age-dependent gene expression profiles in ICR lenses. (**a**) Heatmap of expression levels of all genes at each age. Signal values, in order of increasing intensity, are indicated by green, black, and red. (**b**) PCA plot comparing expression levels of all genes at each age.

Next, we conducted PCA plots of all lenses from 2- to 18-week-old lenses demonstrating similar locations for 2- and 4-week-old lenses, in which no opacities are present (Fig. 2b). The other time points at which lens opacity develops were plotted at separate locations. Based on these findings, we used the 4-week-old sample with no cortical opacity as the control, and examined the gene expression changes in 8- and 10-week-old lenses, in which cortical opacities have developed, to identify genes potentially involved in cortical opacity formation.

### Identification of genes involved in lens opacity using microarray analyses

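RNA of male ICR rat lenses was hybridized to 9 GeneChip Rat Gene 2.0 ST arrays, 3 each at 4, 8 and 10 weeks of age. On this array, the probes for 1 transcript region are summarized as a probe set. The authors normalized the arrays in R with the Robust Multi-array Average (RMA) algorithm, and the deposited table holds log2 signals of 36685 probe sets. Of these, 18546 could be given a single gene symbol, and for the 297 genes with more than 1 probe set the one with the highest mean signal was kept. The 4573 genes with a signal of 5 or more in at least 1 of the 9 arrays were compared between ages, with the 3 ages in one fit of limma, 2-sided, and adjustment by the Benjamini-Hochberg method. Between 3132 and 3950 genes reached a signal of 5 per ICR array. Arrays of the same age correlated with coefficients of 0.945 to 0.966 across genes, which are not independent replicates. The 3 arrays numbered replicate 1 stood apart from the other 6 on the principal component that held 67.1% of the variance. Arrays with the same replicate number deviated together from the means of their ages, so a fit with the replicate number as a block is given wherever it changed a call or moved a count by more than 1.5-fold. The sources used here do not say whether the 3 samples of an age came from separate animals, so the p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.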

To identify genes differentially expressed during formation of cortical opacities, we conducted microarray analysis by extracting three samples each of 4-, 8- and 10-week-old ICR lenses. Slit lamp examination revealed cortical opacity in 8- and 10-week-old ICR rats, while opacities were not present in 4-week-old animals (Fig. 3a).

**Figure 3:**
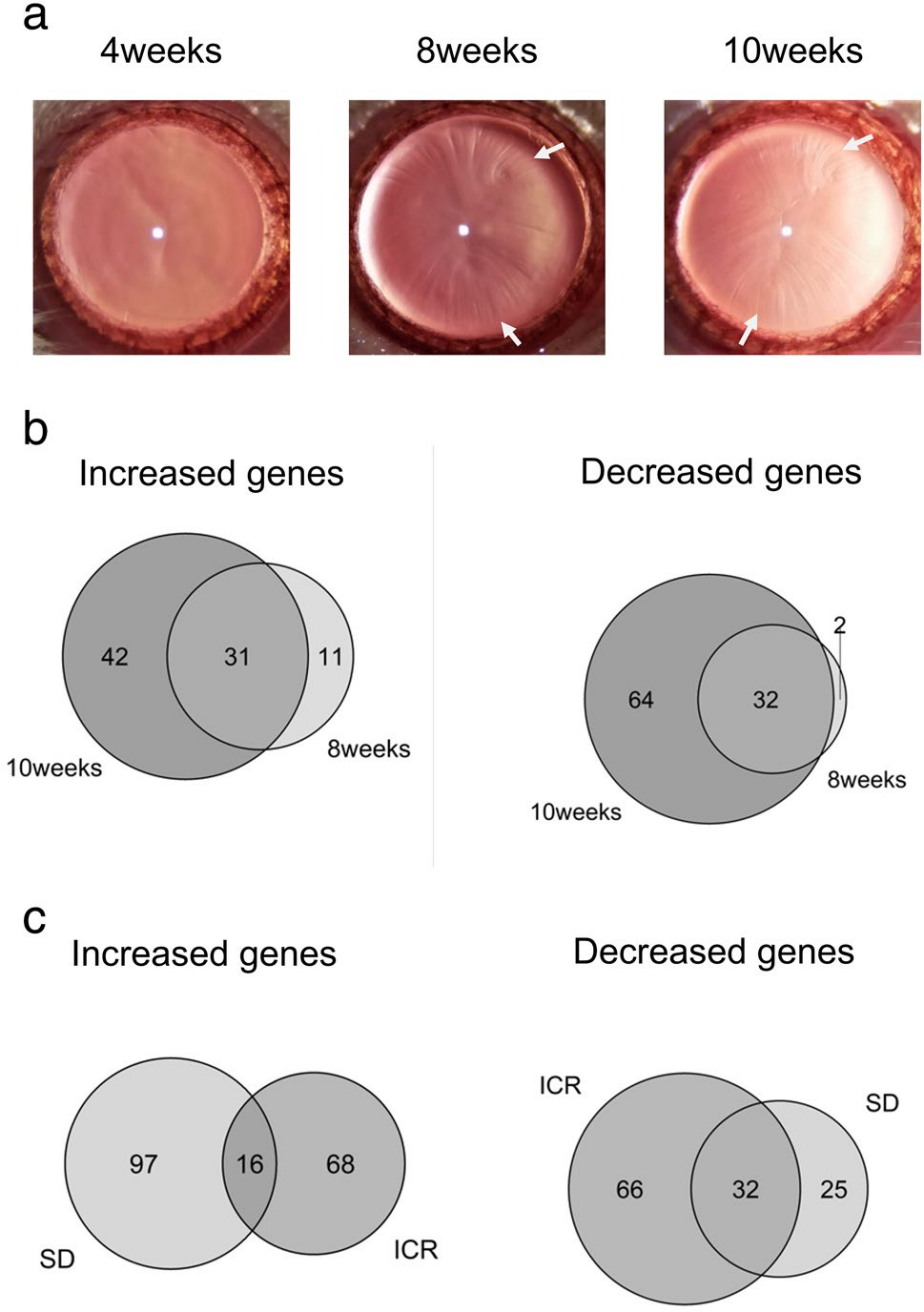
Gene expression profile during cortical opacity formation. (**a**) Pictures of lenses taken by a slit lamp in 4-, 8-, and 10-week-old ICR animals. White arrows indicate lens opacity. (**b**) Venn diagrams illustrating differentially expressed genes from 4- to 8-week-old ICR lenses (8 weeks) and 4- to 10-week-old ICR lenses (10 weeks). Left, more than 1.5-fold increased genes; right, more than 2.25-fold decreased genes. (**c**) Venn diagrams showing expression altered genes from total of 4- to 8-week-old and 4- to 10-week-old in ICR and SD rat lenses. Left, more than 1.5-fold increased genes; right, more than 2.25-fold decreased genes. ICR gene set and SD rat gene set includes differentially expressed genes in both 8-week-old and 10-week-old animals. ICR indicates total of expression altered 4- to 8-week-old and at 4- to 10-week-old in ICR lenses. SD indicates total of expression altered 4- to 8-week-old and at 4- to 10-week-old in SD rat lenses.

Subsequently, we conducted microarray analyses of ICR lenses. First, we normalized signal values of the 4-, 8- and 10-week-old samples by average value (n = 3). 

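*Capn3*, which encodes a calcium-activated protease, fell from a log2 signal of 6.89 ± 0.48 (SD, n = 3) at 4 weeks to 4.22 ± 0.24 (SD, n = 3) at 10 weeks, with 5.33 ± 0.32 (SD, n = 3) at 8 weeks. The γ-crystallin genes *Crygf* and *Cryge*, which encode structural proteins of lens fibre cells, fell by 2.21 (standard error 0.33, adjusted p = 0.0481 from limma) and fell by 1.64 (standard error 0.17, adjusted p = 0.0120) on the log2 scale over the same interval. *Igf2bp2*, an RNA-binding protein gene, fell by 1.42 (standard error 0.12, adjusted p = 0.0107), and the phosphate transporter gene *Slc20a2* fell by 1.44 (standard error 0.17, adjusted p = 0.0230). *Capn3* itself changed by −2.67 (standard error 0.27, adjusted p = 0.0120). Further genes that fell were *Tmem154* (−1.72), *Pnkd* (−1.44), *Ube2o* (−1.30), *Nhsl1* (−1.28) and *Myo18a* (−1.10). From 4 to 10 weeks, 0 genes were higher and 15 lower with limma, with 511 genes at an unadjusted p under 0.05. With the replicate block, 76 genes were higher and 339 lower, among them all 15 of the genes called without it. The urea cycle gene *Ass1*, at 7.44 ± 0.71 (SD, n = 3) at 4 weeks and 9.55 ± 0.36 (SD, n = 3) at 10 weeks, had the largest rise in that fit at 2.12 (standard error 0.27, adjusted p = 0.00228), followed by *Thrsp* and by the kinesin gene *Kif5a* at 1.39 (standard error 0.15, adjusted p = 0.000965). The largest falls after *Capn3* were those of the anion transporter gene *Slc26a4* (−2.50, adjusted p = 0.0305), the fibrillin gene *Fbn1* (−2.22, adjusted p = 0.0312) and *Crygf*. The 4-week and 10-week arrays did not overlap in 17.2% of all genes tested, where chance gives 10% with independent arrays. Arrays of one replicate number deviate together, so the share without any change need not be 10%. The 15 calls became 0 without 4-week replicate 1 or 2 or any of the 3 10-week arrays, 44 without 4-week replicate 3, and 9, 3 and 6 without 8-week replicates 1, 2 and 3. The 415 calls with the block became 86 and 157 without 4-week replicates 1 and 2, 92 and 125 without 10-week replicates 1 and 2, and 31 without the 3 replicate 1 arrays, an alternative chosen after seeing the data. With the mean of a list of genes of ciliary body and iris, tissues next to the lens, as a covariate, the 15 calls became 0 and the 415 became 19, and with that of immediate early genes they became 3 and 96. Both lists themselves moved with age. With no filter on signal the counts were 6 and 87, and with probe sets without a gene kept 3 and 144. Without the block, array weights gave 88, a signal of 5 in at least 3 arrays 30, quantile normalization 25, and a variance trend with robust estimation 24.

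From 4 to 8 weeks, 0 genes passed the limma test, with 249 at an unadjusted p under 0.05. The 4-week and 8-week arrays did not overlap in 10.4% of all genes tested, near the 10% that chance gives with independent arrays. With the block, 3 genes rose and 8 fell. *Ass1* rose by 1.70, *Thrsp* by 1.09 and the calpain gene *Capn6* by 0.72 (adjusted p = 0.0480 each). *Capn3* fell by 1.56 (adjusted p = 0.0131), *Gca* fell by 1.48 (adjusted p = 0.0163), and the heme oxygenase gene *Hmox1* fell by 1.13 (adjusted p = 0.0280). The others that fell were *Slc20a2*, *Igf2bp2*, *Sipa1l1*, *Osbpl11* and *Nt5dc2*. These 11 calls became 0 without 4-week replicate 1 or any 8-week array, 1 without 4-week replicate 2 or 10-week replicate 2, 69 without 4-week replicate 3, and 6 and 5 without 10-week replicates 1 and 3. They became 3 with the ciliary body and iris covariate, 0 with no filter, 1 with probe sets without a gene kept, 2 with cyclic loess, 41 with a signal of 5 in at least 3 arrays and 121 with a variance trend and robust estimation, and 0 without the 3 replicate 1 arrays. From 8 to 10 weeks, 0 genes passed without the block (90 at an unadjusted p under 0.05), and 11 fell with it, including *Stambpl1* (−1.33, adjusted p = 0.00326) and *Dnase2b* (−1.03, adjusted p = 0.0123), which encodes the nuclease that degrades DNA in fibre cells. Those 11 became 4 without 4-week replicate 1, 1, 6 and 2 without 8-week replicates 1, 2 and 3, and 1, 0 and 5 without 10-week replicates 1, 2 and 3, 7 with the ciliary body and iris covariate, 1 with no filter, 0 with probe sets without a gene kept or without the 3 replicate 1 arrays, and 31 with the variance trend.

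Of 10 crystallin genes measured at 10 weeks, 2 were lower without the block and 3 with it, and none was higher. When adjusted over the list alone, 3 were lower without the block and 4 with it. The other gene lower with the block was *Crygn* (−1.56, standard error 0.18, adjusted p = 0.00133 with the block), while *Crygc* was at −0.30 (adjusted p = 0.108). As a list the crystallins fell in camera, which sets the genes of a list against all other genes tested (adjusted p = 0.0142, and 0.736 with an estimated correlation). The list lost the call with cyclic loess (adjusted p = 0.0725). Of the 3 genes lower with the block, 2 are in the tables that the study drew from these arrays. Of 30 genes of fibre differentiation, 1 was lower without the block, and 1 was higher and 8 lower with it. The counts adjusted over the list alone were 5 lower without the block, and 3 higher and 11 lower with it. Besides *Capn3*, the transcription factor gene *Maf* fell by 0.73 (adjusted p = 0.00925 with the block), and the RNA-binding protein genes *Caprin2* and *Rbm24* changed by −1.03 (adjusted p = 0.00201) and −0.64 (adjusted p = 0.0137). The gene that rose was *Lgsn* (0.92, adjusted p = 0.0388), named after its value was seen. The list fell (camera, adjusted p = 0.0123; adjusted p = 0.0705 with an estimated correlation), and lost the call without 4-week replicate 2 (adjusted p = 0.101) and with cyclic loess (adjusted p = 0.0752). Of its 8 genes lower with the block, 6 are in the tables of the study, and for both lists the direction is thus in part not independent evidence. In 22 genes of lens epithelium the list was not called (camera, adjusted p = 0.927; fry with the block called it as lower, adjusted p = 0.0492), 0 genes passed the limma test without the block (4 at an unadjusted p under 0.05), and 2 were lower with it, the glucose transporter gene *Slc2a1* (−0.57, adjusted p = 0.0134) and the growth factor gene *Ptn* (−0.74, adjusted p = 0.00954). In the counts adjusted over the list alone, 0 were called without the block and 4 were lower with it. *Pax6* was at −0.41 (adjusted p = 0.0588), *Gja1* at −0.58 (adjusted p = 0.125) and *Lama1* at −0.37. Of 6 genes of the calpain system, *Capn3* was lower, *Capn6* was higher with the block (0.87, adjusted p = 0.00268), and the others, among them *Cast* at 0.14 and *Capn7* at −0.20, were not called. The counts adjusted over the list alone were 1 higher and 1 lower, and the list was not called (camera, adjusted p = 0.883; fry with the block called it as lower, adjusted p = 0.0152). The paper takes the 4-week lenses, in which no cortical opacity was present, as the control, and proposes that genes changed at 8 and 10 weeks are potentially involved in the formation of the opacity.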

Subsequently, we identified genes differentially expressed in 4- to 8-week-old or 10-week-old samples. 

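The annexin gene *Anxa8* was at 6.24 ± 0.57 (SD, n = 3) at 4 weeks, 6.82 ± 0.39 (SD, n = 3) at 8 weeks and 7.47 ± 0.36 (SD, n = 3) at 10 weeks, and rose by 1.23 (standard error 0.13, adjusted p = 0.000994 from limma with the replicate block) from 4 to 10 weeks. The water channel gene *Aqp5* went from 4.45 ± 0.78 (SD, n = 3) to 5.44 ± 0.85 (SD, n = 3), a rise of 1.00 (adjusted p = 0.0220 with the block). The stress-responsive cytokine gene *Gdf15* rose by 1.03 (adjusted p = 0.0262) and the collagen gene *Col1a2* by 0.76 (adjusted p = 0.0209), both with the block. Without the block, none of these genes passed the test. With the thresholds of the study on the means of 3 arrays, 26 genes were increased more than 1.5-fold at 8 weeks and 52 at 10 weeks, for a total of 58. Of the 58, 0 passed the limma test without the block and 45 passed with it. Both ages shared 20 increased genes. As both are set against the same 4-week arrays, 100 simulations of unchanged groups were run. They gave a median of 74.5 (highest 94) shared genes with independent errors and of 6 (highest 13) with the shifts of each replicate number kept, and independent lists would share 0.296. The 4-week arrays could not be split with 2 in each part, so a part of the excess may come from the shared controls. The 26 became 182 and 41 without 4-week replicates 1 and 3 and 57 and 68 without 8-week replicates 2 and 3, and the 52 became 194 without 4-week replicate 1 and 83 and 87 without 10-week replicates 2 and 3. With no filter on signal the total of 58 became 284, and with cyclic loess 90. It became 263 without 4-week replicate 1, 93 without 8-week replicate 3, and 90 and 91 without 10-week replicates 2 and 3. Single arrays of one age differed from each other by more than 1.5-fold upwards in 76 to 1455 genes.

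Of 17 genes of epithelial-mesenchymal transition and mesenchyme, 0 passed in limma without the block (7 at an unadjusted p under 0.05), and 3 rose and 2 fell with it. With p adjusted over the list alone, 4 were higher and 2 lower without the block, and 6 and 2 with it. Those that rose were *Anxa8*, *Col1a2* and the kinase subunit gene *Pik3r1* (0.55, adjusted p = 0.0423), of which *Anxa8* and *Pik3r1* are in the list because the paper names them. Those that fell were *Fbn1* and the growth factor gene *Tgfb2* (−0.71, standard error 0.14, adjusted p = 0.0181). The list was called as higher than the other genes tested, with a median change of 0.05 (camera, adjusted p = 0.00247, and 0.101 with an estimated correlation). It lost the call with no filter on signal (adjusted p = 0.819). Fry, which does not compare the list with other genes, gave an adjusted p of 0.0964 without the block and 0.0492 with it. The tables of the study hold 6 of the 17 genes, among them the 3 that rose, so this direction is not independent evidence.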

4- to 8-week-old, there were 42 genes, and 4- to 10 week old, there were 73 genes, for total of 84 genes were increased > 1.5-fold (Fig. 3b, Supplementary Data S1). 

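*Rnf180* fell by 2.10 (adjusted p = 0.000126 from limma with the replicate block) on the log2 scale from 4 to 10 weeks, and *Gca*, a calcium-binding protein gene, fell by 1.96 (adjusted p = 0.000256). The desmoplakin gene *Dsp* fell by 1.91 (adjusted p = 0.00268) and the extracellular superoxide dismutase gene *Sod3* fell by 1.89 (adjusted p = 0.0197). *Dnase2b* went from 7.55 ± 0.50 (SD, n = 3) at 4 weeks to 6.06 ± 0.46 (SD, n = 3) at 10 weeks, a fall of 1.50 (standard error 0.12, adjusted p = 0.000156). Without the block, these 5 genes did not pass the test. On the means of 3 arrays, 5 genes were decreased more than 2.25-fold at 8 weeks and 50 at 10 weeks, for a total of 51. Of these, 9 passed the limma test without the block and 42 with it. The ages shared 4 decreased genes, where simulated unchanged groups shared a median of 10 (highest 18) with independent errors and 0 (highest 3) with replicate shifts kept, and independent lists would share 0.0547. The 5 became 2 and 33 without 4-week replicates 2 and 3 and 25 and 9 without 8-week replicates 1 and 3, and without 4-week replicate 3 the 50 became 95 and the total of 51 became 97. Single arrays of one age differed by more than 2.25-fold downwards in 5 to 622 genes.

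Of 25 genes of a list of ciliary body and iris tissue, which the lens does not include, all 25 had a negative change at 10 weeks, with a median of −1.41. Part of the list was drawn from the tables of the study, which hold 22 of the 25, so its direction and its p-values are not independent evidence. In limma, 0 passed without the block (21 at an unadjusted p under 0.05) and 10 fell with it, and 18 and 21 were lower when adjusted over the list alone. Examples with the block are *Slc26a4*, *Fbn1*, the transporter gene *Slc13a3* (−1.50, standard error 0.33, adjusted p = 0.0258) and *Enpp2* (−1.94, adjusted p = 0.0367), which encodes autotaxin. The list fell (camera, adjusted p = 4.6e-12; adjusted p = 0.277 with an estimated correlation). It holds 15 of the 51 decreased genes. Its median deviation from the mean of all ICR arrays was 0.65, 1.58 and −0.09 in 4-week replicates 1, 2 and 3, and −0.78, −0.74 and −0.32 in the 10-week arrays. Of 32 immediate early genes, which respond within minutes to stimulation or handling of a tissue, 0 passed in limma without the block (2 at an unadjusted p under 0.05) and 2 fell with it, and the counts adjusted over the list alone were 0 and 2. These were *Ppp1r15a* (−1.17, standard error 0.20, adjusted p = 0.00872) and *Tnfaip3* (−0.75, standard error 0.18, adjusted p = 0.0323), while *Zfp36l2* was at −1.02 (adjusted p = 0.0670) and *Zfp36l1* at −0.92 (adjusted p = 0.144). The list was called as lower, with a median of −0.69 (camera, adjusted p = 0.0142; adjusted p = 0.959 with an estimated correlation). In 4-week replicate 2, 27 of the 32 genes were more than 2-fold above the other 4-week arrays. Only 3 of the 32 are in none of the tables of the study, so the counts and the direction of this list are not independent evidence. Without that array the sign of the list turned (adjusted p = 0.0856), and without 10-week replicate 1 or 3 its adjusted p was 0.196 and 0.236.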

4- to 8-week-old, there were 34 genes, and 4- to 10 week old, there were 96 genes, for total of 98 genes were decreased > 2.25-fold (Fig. 3b, Supplementary Data S2).

Subsequently, we conducted microarray analyses of age-matched Sprague Dawley (SD) rats to exclude genes differentially expressed between time points in wild-type animals. 

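Lenses of SD rats, an outbred strain used here as the wild type, were hybridized to 3 arrays of the same kind, 1 each at 4, 8 and 10 weeks of age. The log2 signals stand in one deposited table with those of the ICR lenses. Between 3043 and 3354 genes reached a signal of 5 in the SD arrays. With 1 array per age the changes in SD have no replicate check, and no test of SD alone was made. The 4657 genes with a signal of 5 or more in at least 1 of all 12 arrays were used. Changes in SD were taken as differences of log2 signals from the 4-week array, at the fold thresholds used for ICR. To test the difference between the strains itself, limma was fitted to all 12 arrays with a strain by age interaction, in which the SD arrays are assumed to vary like the ICR arrays.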

Microarray analysis of SD rat lens samples compared with age-matched ICR lens at 4-, 8- and 10-week-old sample (n = 1). 

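In the SD lenses, the named genes with the largest positive log2 changes from 4 to 10 weeks, leaving out ribosomal RNA, gene copies and genes with only a locus number, were *Mobp* (1.22), a gene of myelin, the kinase inhibitor gene *Pkib* (1.16), the olfactory receptor gene *Or9s15* (1.05), *Kif5a* (1.03) and *Lims2* (1.00). The ribosomal RNA gene *Rn5s*, of which the genome holds many copies, was at 1.23. From 4 to 8 weeks the largest were those of *Vof16* (1.56), *Crip2* (1.18), *Serpinb6a* (1.07), the bicarbonate transporter gene *Slc4a5* (1.06) and *Nupr1* (1.00), a gene of the stress response. More than 1.5-fold increased were 65 genes at 8 weeks and 74 at 10 weeks, for a total of 123, of which 16 were increased at both ages. Of the 123, 39 stayed below a signal of 5 in every SD array. With no filter on signal the total was 1484. Between single ICR arrays of one age, leaving out replicate 1, 76 to 224 genes differed by as much.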

4- to 8-week-old, there were 58 genes, and 4- to 10 week old, there were 67 genes, for total of 113 genes were increased > 1.5-fold (Supplementary Data S3). 4- to 8-week-old, there were 37 genes, and 4- to 10 week old, there were 48 genes, for total of 57 genes were decreased > 2.25-fold (Supplementary Data S4). Moreover, genes that were differentially expressed total of 4- to 8-week-old and 4- to 10-week-old genes in ICR or SD rat used and excluded from the genes in common with SD rat results using a Venn diagram (Fig. 3c). 

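The most negative log2 changes in SD from 4 to 10 weeks were those of *Zfp36* (−3.43), a gene of mRNA decay, *Ifrd1* (−2.98), the transcription factor gene *Egr1* (−2.94), *Garin4* (−2.79) and the antiproliferative gene *Btg2* (−2.43). From 4 to 8 weeks they were those of *Nr4a3* and *Garin4* (−3.11 each), *Egr1* (−3.04), *Ifrd1* (−2.88) and *Btg2* (−2.81). Decreased more than 2.25-fold were 37 genes at 8 weeks and 46 at 10 weeks, for a total of 55, of which 28 were decreased at both ages. Of the 55, 29 are immediate early genes and 5 belong to the ciliary body and iris list, and both lists were partly drawn from the tables of the study. The median deviation of the immediate early genes from the mean of the ICR arrays was 1.46 in the 4-week SD array, −0.32 in the 8-week array and −0.15 in the 10-week array. In the 4-week SD array, 29 of the 32 were more than 2-fold above the mean of the other SD arrays. The ciliary body and iris list was at 0.31, 0.50 and −0.46 in the SD arrays of 4, 8 and 10 weeks. With no filter on signal the total was 128. Between single ICR arrays of one age, leaving out replicate 1, 5 to 81 genes were lower by as much.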

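Among the genes past the fold threshold in ICR alone, *Srebf1* changed by −0.31 in SD from 4 to 10 weeks, *Anxa8* by 0.02, *Aqp5* by 0.00 and *Scd* by −0.06, and the difference of *Srebf1* between the strains was 1.57 (standard error 0.41, adjusted p = 1 from limma). *Dnase2b* changed by −0.04 and *Limd1* by −0.09 in SD. *Capn3* and *Crygf* were past the threshold in both strains, with −1.93 and −2.06 in SD. Past the threshold in both strains were 13 increased genes, among them *Ass1*, *Kif5a*, *Ngfr*, *Nupr1*, *Stard10* and *Thrsp*, where independent lists would share 1.53. The 13 decreased genes in both include *Dsp*, *Fbn1*, *Optc*, *Ppp1r15a* and *Slc26a4*, against 0.602 for independent lists. Genes that vary between samples can pass the thresholds in both strains without a change with age, so these values do not measure chance. This left 45 increased and 38 decreased genes past the threshold in ICR and not in SD. Of the 45, 29 had a change above 0 in SD at 8 or 10 weeks, and of the 38, 36 had one below 0. Either age sufficed, both are taken from the same 4-week SD array, and the share over all genes was not counted. *Srebf1* and *Scd* are among the 29 through 8 weeks alone (0.21 and 0.09). The interaction of strain and age was called for 0 genes at 10 weeks (72 at an unadjusted p under 0.05) and 0 at 8 weeks (40 at an unadjusted p under 0.05) in limma. Of the 83 genes past the threshold in ICR and not in SD, 0 were called and 15 had an unadjusted p under 0.05 at 8 or 10 weeks. The smallest p-values at 10 weeks were those of the autophagy receptor gene *Sqstm1* (a difference between the strains of 1.35), *Pdlim1* (2.06), the lens transcription factor gene *Foxe3* (0.94) and *Zbtb4* (1.09), and among negative differences *Fgfrl1* (−0.84), *Blcap* (−0.73) and *Gata3* (−0.78), none of which passed the adjustment. With the replicate 1 arrays as a batch, chosen after seeing the data, *Pdlim1* was called at 10 weeks (adjusted p = 0.0152) and at 8 weeks (adjusted p = 0.00998), and it changed by 0.49 in ICR and −1.57 in SD at 10 weeks. Both calls rest on the same 4-week SD array, at 6.92 for *Pdlim1* against 5.13 and 5.35 in the other SD arrays, so they are not separate evidence. The count of 45 became 234 with no filter on signal, 70 with cyclic loess, 246 and 68 without 4-week replicates 1 and 3, 70 and 78 without 8-week replicates 2 and 3, and 74 and 80 without 10-week replicates 2 and 3. The count of 38 became 67 without 4-week replicate 3 and 61 without 10-week replicate 1. The paper compares ICR with SD lenses of the same ages to exclude genes that differ between ages in wild-type animals. It further parted the increased genes by RT-qPCR on replicate SD lenses, which the interaction test here does not take in.

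**Figure D1:**
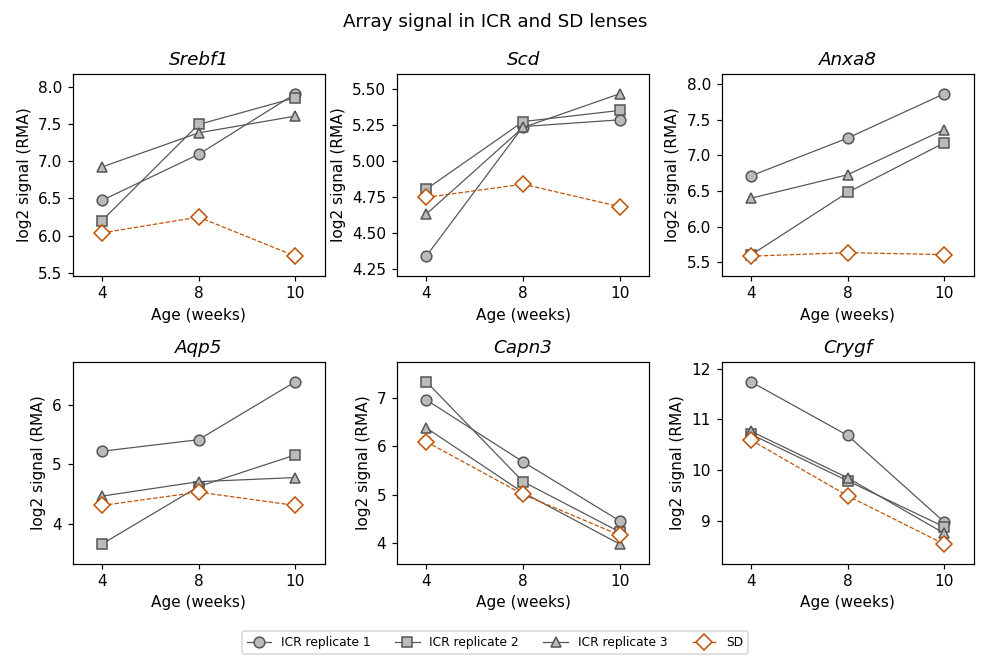
Log2 array signal of 6 genes against age in weeks, with 1 symbol per array, the ICR arrays of one replicate number joined by lines and the SD arrays as open diamonds on a dashed line. In each ICR replicate the 10-week signal lies above the 4-week signal for *Srebf1*, *Scd*, *Anxa8* and *Aqp5* and below it for *Capn3* and *Crygf*, and in SD it lies below for *Capn3* and *Crygf* as well.

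**Figure D2:**
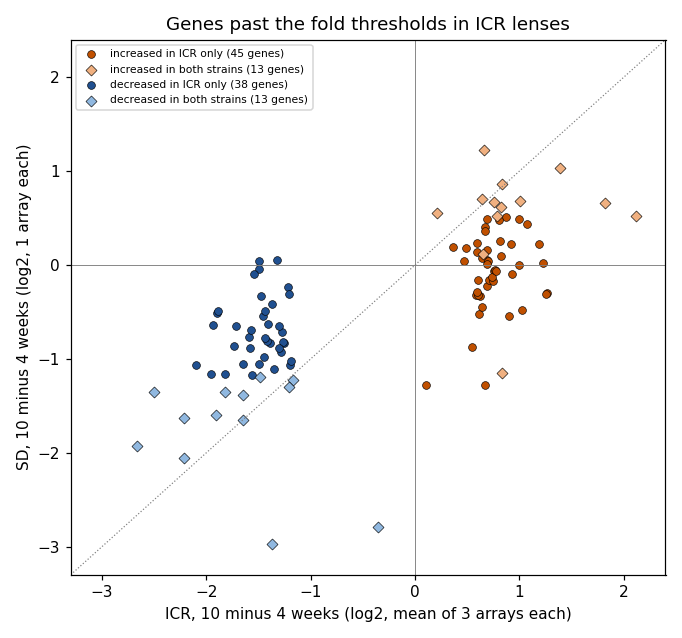
Log2 change from 4 to 10 weeks in ICR (horizontal, means of 3 arrays) against that in SD (vertical, 1 array per age) for the genes past the fold thresholds in ICR at 8 or 10 weeks, with the dotted line marking equal change. Most of the 38 decreased genes not past the threshold in SD lie below 0 in SD too, and the 45 increased genes lie on both sides of 0.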

Finally, ICR only 68 genes were increased in ICR rats relative to age-matched wild-type rats, and 66 genes were decreased (Fig. 3c, Supplementary Data S5, S6).

### Quantitative analysis of differentially expressed genes by RT-qPCR

We conducted RT-qPCR to quantify expression levels of differentially expressed genes identified by microarray analysis. First, we excluded genes with unknown functions and genes not able to create primers, for a final total of 53 increased genes and 59 decreased genes. Therefore, we measured expression levels of differentially expressed genes in 4-, 8-, and 10-week-old ICR lens samples (n = 4/time point). 46 significantly (*P* < 0.05) increased genes and 35 significantly (*P* < 0.05) decreased genes (Supplementary Table S1) were identified in 8- or 10-week-old ICR lenses. 24 decreased genes were highly variable between samples in biological replicates of the same time points, and therefore their expression levels did not significantly (*P* < 0.05) differ. Thus, we focused on expression levels significantly (*P* < 0.05) increased genes this study.

In addition, RT-qPCR was performed in 4-, 8-, and 10-week-old SD rat lens samples (n = 3/time point) for genes whose expression levels were significantly (*P* < 0.05) increased in ICR to investigate genes involved in lens maturation. If the expression level was significantly (*P* < 0.05) increased in both ICR and SD rat lenses at 4- to 8-week-old or 4- to 10-week-old, we considered the genes to be involved in lens maturation, and if the expression level was significantly (*P* < 0.05) increased in ICR lenses only at 4- to 8-week-old or 4- to 10-week-old, we considered the genes to be important for cortical cataract. As a result, we were able to identify 16 genes whose expression levels were significantly (*P* < 0.05) increased in the ICR only and 30 genes whose expression levels were significantly (*P* < 0.05) increased in both the ICR and SD rat (Fig. 4. Supplementary Figure S1). In subsequent analyses, we focused on the above 16 genes.

**Figure 4:**
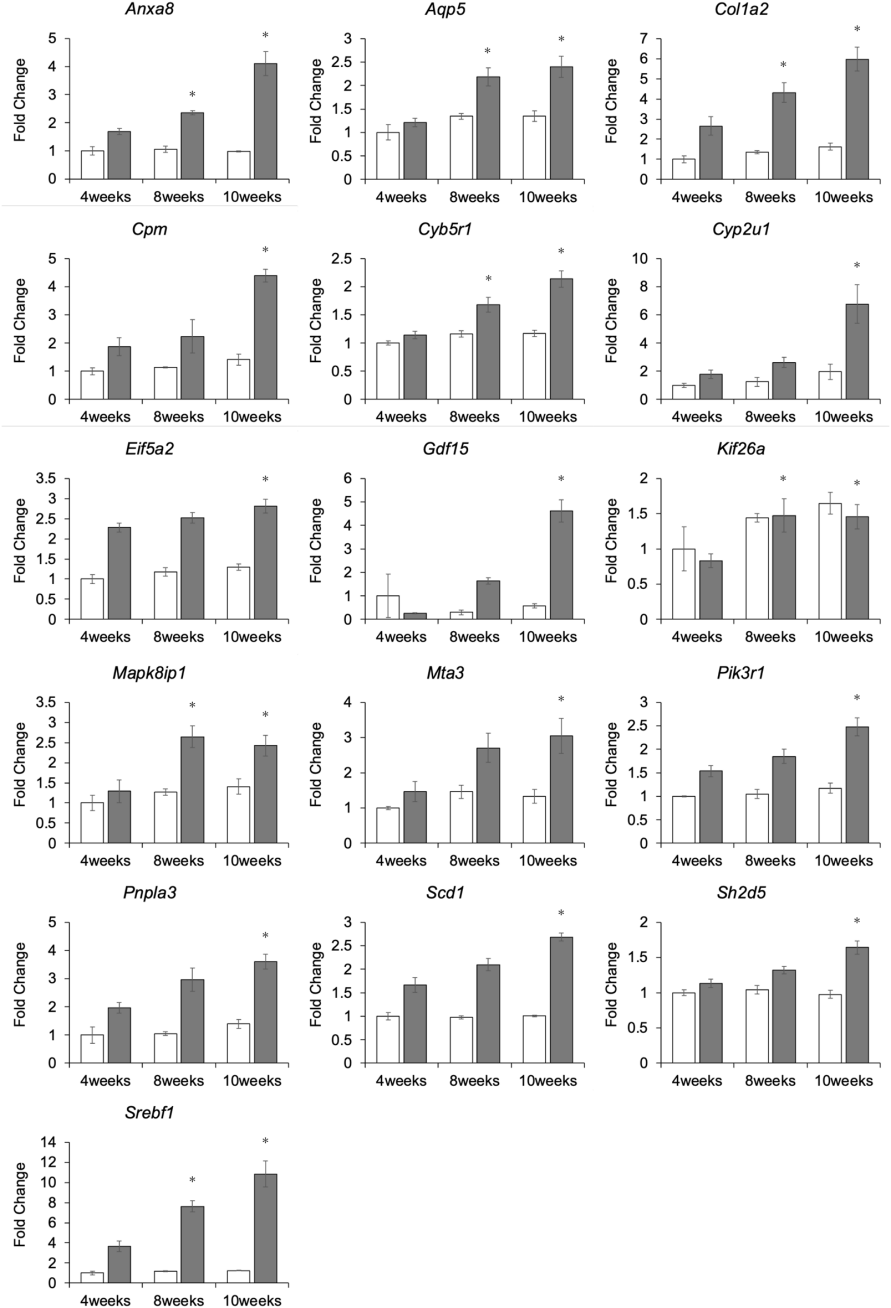
Quantitative RT-qPCR analysis. 16 genes increased expression in ICR only were detected by RT-qPCR among increased genes detected by microarray analysis. White bars indicate SD samples data. Gray bars indicate ICR samples data. mRNA levels were normalized to *Gapdh* mRNA level. Data are presented as mean ± SEM. *P < 0.05 relative to 4-week-old ICR lenses of the same animal.

### Function analysis of increased genes expression

Subsequently, we analyzed the interaction between proteins by STRING to examine the functions of the 16 genes that were significantly (*P* < 0.05) increased gene expression according to RT-qPCR (Fig. 5). Increased genes could be classified into three connections: (i) Epithelial to mesenchymal transition (EMT): *Col1a2,* and *Pik3r1;* (ii) Lens homeostasis: *Aqp5, and Cpm;* and (iii) Lipid metabolism: *Scd1, Srebf1,* and *Pnpla3.* Connection (i) genes were related to EMT^34,35^. Furthermore, *Anxa8* is known to promote EMT in cancer cells^36^. Prior studies have identified that EMT is associated with galactose-induced cataract^37,38^. Connection (ii), especially *Aqp5* transports water through the cell membrane^39^. *Aqp5* increase suggested that water inflow into the lens through cell membranes could be increased. Since the ICR increases the water content in the lens as the cataract progresses, the influx of water into the lens may contribute to the formation of the cataract^17^. *Scd1*, *Srebf1*, and *Pnpla3* in connection (iii) are related to lipid metabolism. *Srebf1* is a transcription factor that regulates of fatty acid synthesis^40–42^; *Scd1* and *Pnpla3* are in fact *Srebf1* target genes. Abnormalities in cholesterol metabolism have been implicated in cataracts^43^. Furthermore, RNA-seq results using mouse lenses in which *Lss*, which catalyzes cholesterol biosynthesis, was conducted knockout and cataract developed, showed decreased expression of cholesterol synthesis pathway genes and increased expression of *Srebf1* and *Scd1* compared to non-cataract developed lenses^44^. Thus, the abnormalities in lipid metabolism that these genes cause, which probably affect cortical cataract formation.

**Figure 5:**
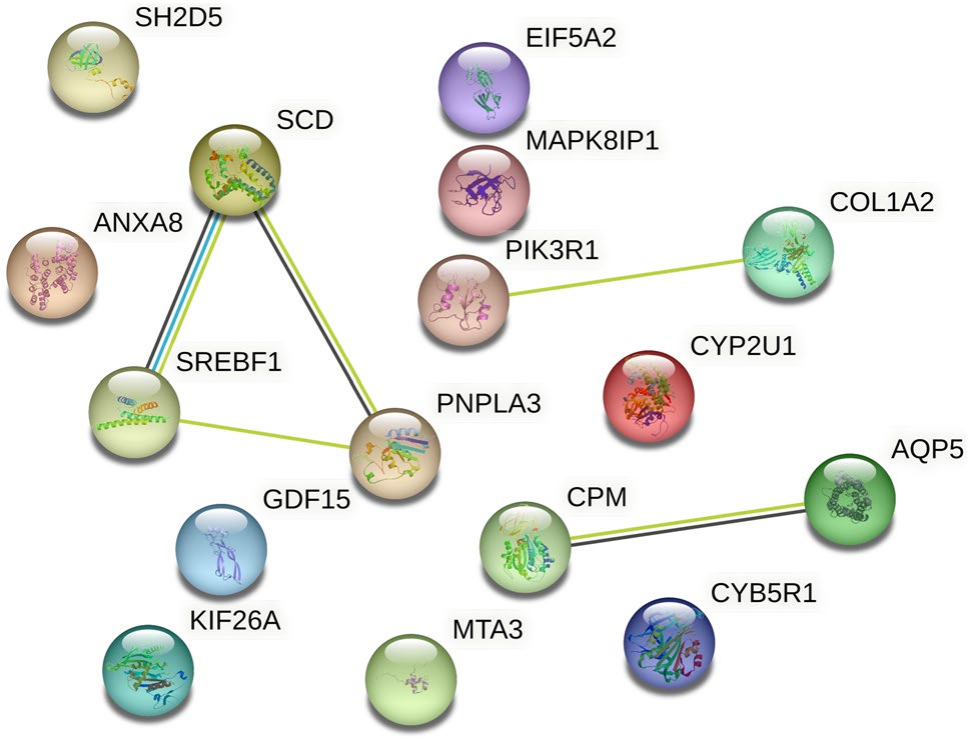
STRING protein interaction analysis. STRING analysis was conducted on the 16 genes detected by RT-qPCR as significantly (*P* < 0.05) increased expression ICR samples only (https://string-db.org/). *Homo sapiens* was chosen as the organism. Scd1 was marked as SCD. The color of each edge indicates the type of relationship between proteins: light blue, from curated databases; purple, experimentally determined; green, text mining; black, co-expression; and light purple, protein homology.

### Next generation sequencing point mutation analysis

Next, we determined the whole-genome sequence with the NGS (Next Generation Sequencer) to identify mutations that could cause ICR rats to develop cataracts. We performed an alignment with mRatBN7.2 (NCBI) as a reference sequence. This identified 4,873,591 mutation points on the ICR autosomes (Fig. 6). Because the F_1_ offspring from crossbreeding ICR rats with wild-type rats do not develop cataract, the causative mutation of cataract formation was expected to be homozygous. We identified 4,621,755 mutation points that were present on both chromosomes (Fig. 6). We hypothesized that amino acid-level mutations after translation are also important to cataract formation, so thus selected mutations with moderate anticipated impact, for example, missense mutations and insertions or deletions of one amino acid, and mutations predicted to severely alter gene functions, for example, frameshifts or insertion/deletion of stop codons. The annotation impact, or effect of the mutations, was determined based on sequence ontology. We identified 7,646 locations with moderate mutations, and 1137 locations with severe mutations (Fig. 6).

**Figure 6:**
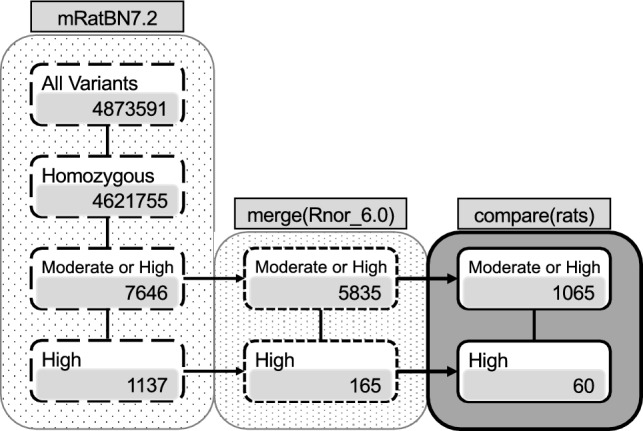
Point mutation analysis and candidate causative mutations. The left column shows the number point mutations identified in ICR animals using mRatBN7.2 as a reference sequence. This detected 4,873,591 point mutations, with 4,621,755 homozygous mutations. Of the selected mutations, 7646 mutations were predicted to be moderate, and 1137 mutations were predicted to be severe according to annotation impact. The center column shows the value of common mutations to the mutations observed by the mutation point analysis of ICR animals using Rnor_6.0 as a reference sequence. Mutations were selected by comparison between mRatBN7.2 and Rnor_6.0. Of these mutations, 5835 were predicted to be moderate by annotation impact and 165 were predicted to be severe. The right column shows the value of eliminated mutations that were identified using the 10 species of rats from the NCBI SRA (Sequence Read Archive) (https://www.ncbi.nlm.nih.gov/sra) compared with mRatBN7.2 as a reference sequence. Finally, 1065 mutations with moderate annotation impact and 60 mutations with high annotation impact were selected.

Next, we analyzed similarly to the above using Rnor_6.0, the other NCBI reference sequence. Similar to above, we identified point mutations by aligning the ICR genome sequence to that of Rnor_6.0. We selected common mutations detected by alignment of the ICR genome sequence with both mRatBN7.2 and Rnor_6.0, as mutations identified from both references were most likely to be impactful for cataract. We identified 5835 common loci with moderate mutations and 165 common loci with severe mutations (Fig. 6).

We compared the ICR sequence with rats that did not develop cataracts from the NCBI SRA (Sequence Read Archive) to identify putative ICR-specific mutations. Ten sequences met these criteria: DRR002169 (F344/stm); ERR185960 (ACI/N); ERR185961 (BN/SsN); ERR185962 (BUF/N); ERR185963 (F344/N); ERR185964 (M520/N); ERR185965 (MR/N); ERR185966 (WKY/N); ERR185967 (WN/N); ERR185968 (LE/Stm). These sequences were aligned with mRatBN7.2 as a reference sequence, and mutations detected in both mRatBN7.2 and ICR were excluded from potential cataract-causing mutations. Finally, 1065 loci were identified as moderate mutations using annotation impact, and 60 loci identified as severe mutations (Fig. 6). The 1065 moderate mutation loci are shown in Supplementary Data S7, and the 60 severe mutation loci are shown in Supplementary Data S8.

Prior studies using the IER model, which is similar to the ICR model, reported that two recessive genes on two loci cause cataract in the IER model^18^. Mutations of genes on the *Cati1* locus of chromosome 8 were identified as being important for cataract formation. *Cati1* is located from *D8Rat68* (18,984,168) to *D8N136* (84,531,276), the SSLP site *D8Rat80* (chr8-47,353,202) and *D8Rat43* (chr8-48,630,131) as center. We analyzed the above 12 rats that did not develop cataract, narrowing the candidate mutations to 11 mutation points in the *Cati1* locus out of 1065 ICR-specific mutations. The identified mutations were predicted to have moderate impact. In these mutation points, we focused to the range from *Thy1* (SSLP) (chr8-44,393,886) to *Cyp1a1* (SSLP) (chr8-58,098,974), which has a high possibility as a location for cataract-causing point mutations, and missense mutation of *Apoc3* (chr8-46,532,966-C > T) and disruptive inframe deletion of *RGD1305464* (function unknown; chr-8–57,650,592-GCAGGGA > G) were selected. APOC3 is an apolipoprotein, and *Apoc3* mutations potentially dysregulate metabolism of lipids and cholesterol, which is likely to contribute to cataract formation^43,45^.

Also, mutations of genes of the *Cati2* locus on chromosome 15 detected in IER are concerned with a cataract developing period^18^. *Cati2* is located from *D15Rat52* to *D15Rat20*. Since the position of D15Rat52 in mRatBN7.2 was unreleased, the number of bases between *D15Rat52* and *D15Rat20* in Rnor_6.0 was calculated and the position of *D15Rat52* in mRatBN7.2 was estimated. As a result, *Cati2* was estimated to be located at *D15Rat52* (32,677,550) to *D15Rat20* (52,813,021). We performed the same analysis as for *Cati1* to narrow down the mutation points. As result, mutations in 4 genes were identified, stop lost of *Phf11b* (chr15-33,378,050-T > G), splice donor variant & splice region variant & intron variant of *Ppk* (chr15-40,027,471-GGTGAGTGAGTGA > G), missense mutation of *Nkx2-6* (chr15-44,446,376-G > C), conservative inframe insertion of *Sucla2* (chr15-48,760,331-T > TGCA). However, since mutations in *Cati2* only do not cause cataracts, mutations in *Cati1* together cause cataracts, *Cati2* may have a similar function to the *Cati1* gene. In the SCR nuclear cataract model, a missense mutation of *Fdft1*, which catalyzes the conversion of farnesyl pyrophosphate to squalene, was identified^13^. Interestingly, the same missense mutation in the SCR model occurs in the ICR model, in which a common mutation point was detected at *Fdft1* (chr15-37,423,413-A > T) on chromosome 15. However, the *Fdft1* was not selected as a specific mutation of the ICR model as a result of aligning the ICR sequence to sequences of 12 rats that do not develop cataract. *Lss* and *Fdft1* mutations have been reported in the SCR model^13^, and mutation of *LSS* causes cataract in humans^46^. Therefore, abnormal cholesterol metabolism can cause cataracts. *Fdft1* only mutated in rats that do not develop cataracts, but functions two steps upstream of *Lss* in the cholesterol biosynthesis pathway^13^, and the mutation further inhibits cholesterol biosynthesis, suggesting that *Fdft1* plays an assistive role in cataract development. Hence, cataract development in the ICR model could be due to abnormal cholesterol metabolism caused by the mutations of *Apoc3* and *Fdft1*.

## Discussion

Induced and heritable cataracts are used as cataract animal models. Because humans develop cataract with aging, genetic models with aging-dependent cataract development are likely to be more relevant to human cataract studies. Depending on opacity location, cataract is classified to nuclear, cortical, or posterior subcapsular cataract. In this study, we focused on cortical cataracts, which develop at a young age. ICR is a well-known as a rat cortical cataract model, but most studies of ICR model have been concerned with protein changes, and few studies have evaluated changes gene expression changes^26,27,30–32^. Therefore, we sought to identify the mechanism of cataract development in the ICR model using microarray and point mutation analyses. 

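Within the ICR arrays, between lenses without cortical opacity (4 weeks) and with it (the mean of the 8-week and 10-week groups), *Capn3* fell by 2.11 on the log2 scale (standard error 0.23, adjusted p = 0.0352 from limma). *Igf2bp2* fell by 1.13 (standard error 0.11, adjusted p = 0.0215), and *Pnkd* and *Slc20a2* fell by 1.18 each (adjusted p = 0.0418 and 0.0455). *Cryge* fell by 1.07 and the oxysterol-binding protein gene *Osbpl11* fell by 0.92 (adjusted p = 0.0455 each). These 6 were all the genes called, with 0 higher and 474 at an unadjusted p under 0.05. With the replicate block, 69 genes were higher and 254 lower. The 6 calls became 26 without 4-week replicate 3, 2 without 8-week replicate 1 and 0 without any other array. The 323 with the block became 35 and 69 without 4-week replicates 1 and 2, 150 and 179 without 8-week replicates 2 and 3, and 164 and 147 without 10-week replicates 1 and 2, and 16 without the 3 replicate 1 arrays, an alternative chosen after seeing the data. With the ciliary body and iris list as a covariate the 6 and the 323 became 0 and 15, with the immediate early list 1 and 116, with no filter on signal 2 and 60, and with probe sets without a gene kept 3 and 72. Quantile normalization gave 1 and array weights 46 without the block, and a variance trend with robust estimation 519 with it. Opacity and age change together in the ICR arrays, so they cannot be told apart there. In SD lenses, with 1 array per age, the changes from 4 to 10 weeks were −1.93 for *Capn3*, −1.06 for *Cryge*, −0.81 for *Igf2bp2*, −0.78 for *Slc20a2*, −0.49 for *Pnkd* and −0.28 for *Osbpl11*.

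The study measured a significant increase by RT-qPCR for 46 genes. On the ICR arrays, all 46 had a positive change at 10 weeks, with a median of 0.68. In limma 0 were called without the block (31 at an unadjusted p under 0.05) and 32 rose with it, and 26 and 44 were higher when adjusted over the list alone. The further genes with the largest rise include the P450 genes *Cyp2u1* (1.27, adjusted p = 0.0121) and *Cyp26a1* (1.19, adjusted p = 0.0143), the calcineurin regulator *Rcan2* (1.08, adjusted p = 0.00843) and the netrin gene *Ntn4* (1.00, adjusted p = 0.0341), all with the block. *Lims1* rose by 0.74 (adjusted p = 0.00431) and the reductase gene *Cyb5r1* by 0.93 (adjusted p = 0.00196). The list rose (camera, adjusted p = 7.8e-44; adjusted p = 0.0174 with an estimated correlation). The study chose these genes from these arrays, so the direction of the list is not independent evidence. Of the 16 genes of Figure 4, 0 passed the limma test without the block (12 at an unadjusted p under 0.05) and 14 rose with it, and 12 and 15 were higher when adjusted over the list alone. Besides *Anxa8*, *Aqp5*, *Col1a2*, *Gdf15* and genes just named, these include *Sh2d5* (0.69, adjusted p = 0.00891), *Mapk8ip1* (0.59, adjusted p = 0.0210), *Kif26a* (0.53, adjusted p = 0.0408) and *Cpm* (0.81, adjusted p = 0.0341). *Mta3* at 0.38 (adjusted p = 0.0645) and *Eif5a2* at 0.37 (adjusted p = 0.220) were not called. For *Mta3* and *Ntn4* the study's tables hold the mean of 2 probe sets, while a single probe set of each was used here. The 14 calls became 4 without 4-week or 10-week replicate 1, 6 without 4-week or 10-week replicate 2, and 2 without the 3 replicate 1 arrays, which was chosen after seeing the data. With the ciliary body and iris covariate they became 0, with the immediate early covariate 6, with no filter 3 and with probe sets without a gene kept 5. The list, again chosen by the study, rose (camera, adjusted p = 2.0e-22; adjusted p = 0.0174 with an estimated correlation). With both the block and an estimated correlation, no list was called, and the smallest adjusted p was 0.103.

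Of the 35 genes for which the study measured a significant decrease by RT-qPCR, Ggct was not analysed here. The other 34 all had a negative change at 10 weeks, with a median of −1.27. In limma 7 were called without the block and all 34 fell with it, and 31 and 34 were lower when adjusted over the list alone. The list fell (camera, adjusted p = 1.7e-34; adjusted p = 0.0705 with an estimated correlation), but the study chose it on these arrays, so its direction is not independent evidence.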

Microarray studies compared gene expression in ICR lenses before and after the time point for development of cortical cataract.

RT-qPCR results suggest that genes whose expression increased from 4-week-old, when cataracts do not develop, to 8- or 10-week-old, when cataracts do develop, are important in the development of cataracts. In addition, there were genes whose expression increased from 8- to 10-week-old (Fig. 4). These genes were also important in the progression of cataracts, as their expression increased with the progression of cortical cataracts.

Functional analyses of expression changes in selected gene groups suggested that EMT, inflow of water into the lens and abnormal lipid metabolism are associated with cataract in the ICR model (Fig. 5). EMT in LECs is an abnormal form of transcriptional programming that causes a phenotype of increased invasiveness and abnormal activation of cell proliferation^47^. EMT contributes to development of posterior subcapsular cataracts observed frequently after cataract surgery^48^. *Col1a2* encodes the 2α(I) chain of type-I collagen as fiber collagen^49^, and TGF-β2 induction of LEC EMT was less robust in *COL1A2* knockdown conditions^50^. Prior studies reported the involvement of EMT in galactose-induced cataract^37,38^, although no common differentially expressed genes were identified between the galactose-induced cataract model and the ICR model. It is thus possible that EMT in diabetic and ICR cataracts occurs via distinct mechanisms.

In ICR lenses, water content increases with the progress of opacity^17^. LEC expression of *AQP1* and *AQP5* are increased in cataract patients^51^. Similarly, we detected significant (*P* < 0.05) increase of *Aqp5* before and after onset of cortical cataract, and *Aqp1* was non-significantly increased. This suggested that increased lens water content could be due to increase of *Aqp5,* which would increase water permeability of the cell membranes.

Lipid metabolism-related genes were also increase during cataract formation. This suggests that lipid metabolism, including dysregulation of cholesterol and fatty acids, could contribute to cataract. Deletion and inhibition of cholesterol synthesis enzymes causes cataract formation^43^. Dysregulation of lipid metabolism could potentially increase levels of lipid peroxides generated by oxidation of polyunsaturated fatty acids^52^. Transcriptomics studies of the mutant mouse cataract model of *Lss*, revealed robust increases in the expression levels of genes related to fatty acid metabolism, such as *Srebf1* and *Scd1,* and decreased expression of *Srebf1* and *Scd1* involved in the cholesterol synthesis pathway^44^. 

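In the ICR lenses, *Srebf1*, a transcription factor gene of lipid synthesis, rose from 6.53 ± 0.36 (SD, n = 3) at 4 weeks to 7.79 ± 0.16 (SD, n = 3) at 10 weeks, a log2 change of 1.26 (standard error 0.19, adjusted p = 0.00495 from limma with the replicate block). *Scd*, the stearoyl-CoA desaturase gene that the paper names *Scd1*, rose from 4.59 ± 0.23 (SD, n = 3) to 5.37 ± 0.09 (SD, n = 3), by 0.77 (standard error 0.12, adjusted p = 0.00616). *Gpd1*, which links glycolysis to glycerolipid synthesis, rose by 0.75 (adjusted p = 0.0128), *Pnpla3*, a lipase gene, by 0.63 (adjusted p = 0.0201), and *Thrsp*, a gene of lipogenesis, by 1.82 (standard error 0.17, adjusted p = 0.000451). The phosphatidate phosphatase gene *Lpin1* fell by 0.77 (standard error 0.12, adjusted p = 0.00589). These were the 5 genes that rose and the 1 that fell with the block among 15 genes of fatty acid metabolism around *Srebf1*, and without the block 0 were called by limma, with 7 at an unadjusted p under 0.05. Adjusted over the list alone, 4 were higher and 1 lower without the block, and 6 and 2 with it. The list was called as higher, with a median change of 0.14 (camera, adjusted p = 0.00247; adjusted p = 0.0705 with an estimated correlation). All 5 genes that rose are in the tables of the study, which chose them on these arrays, so the direction of the list is not independent evidence. It lost the call with no filter on signal (adjusted p = 0.381). In SD from 4 to 10 weeks, *Gpd1* changed by −0.17, *Pnpla3* by −0.33, *Thrsp* by 0.66 and *Lpin1* by −0.61, with 1 array per age.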

In the ICR model, we also detected increase of genes related to fatty acid metabolism, suggesting that increased lens fatty acids could contribute to cataract development.

NGS mutation point analysis identified 1,065 point mutations anticipated to have moderate impacts on transcript products and 60 point mutations predicted to severely impact transcript products. In this analysis, we focused on the locus reported in the IER, but discussion of previous paper it was mentioned that it would be necessary to consider the existence of minor genes in addition to *Cati1* and *Cati2* and genes related to cataracts other than *Cati1* and *Cati2* were mentioned in the discussion^18^. Therefore, we investigated genes other than *Cati1* and *Cati2* that are involved in cataracts. A missense mutation of *Gja8* (chr2-184,491,323-C > A) was detected. *Gja8* encodes the gap junction protein Cx50, and is expressed widely from LECs to fiber cells^53^. Prior reports identified that *Gja8* mutations are related to cataract formation in humans and rodents^54,55^. Interestingly, another mutation in *Gja8* (R340W) occurs in UPL rats, which is predicted to result in a non-conservative amino acid change at the carboxyl terminus of Cx50^15^. The mutation we found is predicted to result in the replacement of valine by leucine (V353L), mutation at the carboxyl terminus. The carboxyl terminus contains phosphorylation sites for various kinases and is thought to be important for Cx50 specific function ^56^. Furthermore, the circulation of water and ions through gap junctions is important for lens growth and maintenance of transparency^55,57^. Thus, Mutations in *Gja8* (V353L) may cause disruption of lens homeostasis and are implicated in cataracts in ICR models. Moreover, SREBF2 is a transcription factor that regulates cholesterol synthesis, and we detected a splice donor variant, a 3_prime_UTR_variant, and an intron_variant of *Srebf2* (chr7-113,719,718-TTTTTG > T). This mutant is thought to cause loss of function of SREBF2 which is encoded by *Srebf2*. The lens is rich in cholesterol and the supply of cholesterol is dependent on de novo synthesis^58^. Cholesterol deficiency has been reported to cause cataracts in the lens^43^, and several animal models with defects in cholesterol biosynthesis genes such as *Srebf2*, *Lss* and *Fdft1* show a cataractous phenotype^13,59^. Mutations in *Srebf2* may therefore also cause cataracts in ICR.

Furthermore, in the IER model, which is closely related to the ICR model, mutations of genes on the *Cati1* locus on chromosome 8 contribute to cataract formation^18^. In this study, causative mutations in the *Cati1* locus in ICR rats were narrowed down to *Apoc3* (chr8-46,532,966-C > T) and *RGD1305464* (function unknown, chr8-57,650,592-GCAGGGA > G). APOC3 is a lipoprotein that inhibits lipoprotein lipase, which breaks down triglycerides^45^. Accordingly, circulating triglycerides and APOC3 protein are decreased in *APOC3* mutants^60^. Moreover, a meta-analysis identified that statins that decrease plasma low-density lipoprotein cholesterol also decrease circulating APOC3, suggesting potential involvement of APOC3 in cholesterol metabolism^61^. Therefore, *Apoc3* missense mutation probably disrupt lipid and cholesterol metabolism.

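In ICR lenses from 4 to 10 weeks, the cholesterol synthesis genes *Fdft1* (−0.57, standard error 0.11, adjusted p = 0.0168), *Dhcr7* (−0.55, standard error 0.14, adjusted p = 0.0386) and *Sc5d* (−0.50, standard error 0.11, adjusted p = 0.0278) fell in limma with the replicate block, and *Idi1* decreased by 1.00 (standard error 0.27, adjusted p = 0.0451). *Fdft1*, which encodes squalene synthase, was at 6.60 ± 0.32 (SD, n = 3) at 4 weeks and 6.04 ± 0.19 (SD, n = 3) at 10 weeks. *Srebf2*, a transcription factor gene of cholesterol synthesis, changed by −0.01 (adjusted p = 0.956). The 4 genes are those called among 10 genes of cholesterol synthesis, and without the block 0 were called by limma, with 3 at an unadjusted p under 0.05. Adjusted over the list alone, 0 were called without the block and 6 were lower with it. The list was called as lower, with a median change of −0.39 (camera, adjusted p = 0.0480; adjusted p = 0.736 with an estimated correlation). It lost the call without 4-week replicates 1 or 2 (adjusted p = 0.127 and 0.0879) or 10-week replicates 2 or 3 (adjusted p = 0.128 and 0.102). In the replicate 1 arrays the list was shifted by a median of 0.37. Of 9 genes of lipid transport, 0 passed in limma without the block (4 at an unadjusted p under 0.05), and with it the apolipoprotein gene *Apoe* fell by 1.59 (standard error 0.36, adjusted p = 0.0269), the lipoprotein receptor gene *Vldlr* fell by 0.73 (adjusted p = 0.0143) and the lipid transfer gene *Stard10* rose by 0.83 (standard error 0.13, adjusted p = 0.00607). *Lpl* was at −0.44 (adjusted p = 0.0658) and *Stard3* at 0.41 (adjusted p = 0.132). Adjusted over the list alone, 0 were called without the block, and 2 were higher and 3 lower with it, and the list was not called (camera, adjusted p = 0.883). In SD over the same interval, *Fdft1* changed by −0.28, *Idi1* by 0.06, *Apoe* by −0.89, *Vldlr* by −0.14 and *Stard10* by 0.87. Apoc3 and Fasn were not analysed here.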

Transcriptomic and point mutation analyses suggested that abnormal lipid metabolism is involved in cataract formation in the ICR model. Because lens cholesterol is synthesized *de novo*^58^, lens cholesterol could be decreased by the mutations of *Srebf2*, *Apoc3,* and *Fdft1*. Cholesterol functions as an antioxidant in the lens, presenting the possibility that decreased lens cholesterol could cause oxidative stress^62^. Lens lipid peroxides are increased in ICR animals before and after cataract development^63^. However, microarray analysis did not identify differential expression of genes related to the oxidative stress response, underscoring the need for further investigation. Moreover, SREBF1, a transcription factor that regulates lipid synthesis, promotes EMT in breast cancer cells^64^. Therefore, EMT in the ICR lens could be due to abnormal lipid metabolism.

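In ICR lenses from 4 to 10 weeks, *Hmox1*, which encodes the inducible heme oxygenase, went from 7.76 ± 0.68 (SD, n = 3) to 5.86 ± 0.42 (SD, n = 3) and fell by 1.90 (standard error 0.15, adjusted p = 0.000156 from limma with the replicate block). The cystine transporter gene *Slc7a11* fell by 1.10 (standard error 0.22, adjusted p = 0.0161), as did the glutathione transferase genes *Gstp1* (−0.53, adjusted p = 0.0169) and *Gstm2* (−0.52, adjusted p = 0.0423). With *Sod3* these were the 5 genes lower among 32 genes of the oxidative stress response, and none was higher. The tables of the study, drawn from these arrays, hold 7 of the 32 genes and 4 of these 5. *Hmox1*, *Sod3* and *Slc7a11* are there as decreased in ICR, so their direction is not independent evidence. *Gstm2* is there only among the genes increased in SD. *Gclm*, of glutathione synthesis, was at −0.40 (adjusted p = 0.0890). Without the block, 0 of the 32 were called by limma, with 4 at an unadjusted p under 0.05. Adjusted over the list alone, 2 were lower without the block, and 2 were higher and 8 lower with it. As a list these genes were not called (camera, adjusted p = 0.883), with a median of −0.09 and a direction upwards in that test. With the block the direction turned downwards (camera, adjusted p = 0.868), and fry called the list as lower (adjusted p = 0.0492). In the replicate 1 arrays the list was shifted by a median of 0.84 against the other arrays of the same age. In SD, *Hmox1* changed by −0.51, *Slc7a11* by −0.44, *Sod3* by −0.49, *Gstp1* by −0.11 and *Gstm2* by 0.87 over the same interval.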

## Materials and methods

### Animals

ICR/Ihr rats were supplied by the National BioResource Project—Rat, Kyoto University (Kyoto, Japan). We used breeding individuals for experiments. SD rats were purchased from Sankyo Laboratory Service. ICR and SD rats used male lenses in Microarray analysis and male and female lenses in RT-qPCR analysis. Rats were euthanized with CO_2_ asphyxiation as described previously^65^. All experiments were approved by the Animal Research Committee of the University of Fukui (Approval number: 28091) and conducted in accordance with the University of Fukui regulations on animal experiments and the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. The study was reported in accordance with ARRIVE guidelines.

### Slit lamp observation

Mydriatics were applied to ICR eyes. Five minutes later, lenses were observed and photographed with a LUMIX GF10 digital camera (Panasonic)-equipped portable slit lamp (Kowa).

### Microscopy

Lens images were taken in a dark room using an SZX12 stereomicroscope fitted with a DP58 camera (Olympus), as described previously^65^. Photographs were captured in a 35 mm Petri dish containing 7 mL PBS.

### Microarray data analysis

Lenses were extracted from the specified ages of ICR rats and subjected to microarray analyses. A GeneChip Rat Gene 2.0 ST array chip (Thermo Fisher Scientific) was used to perform microarray experiments as described previously^65^. Preprocessing and data analyses were performed using R software. First, all data were normalized with the Robust Multi-array Average algorithm, and probes with no correspondence with genes were excluded. In analysis of expression level change, genes with signal value < 5 in all samples were excluded. The signal values of 4-, 8-, and 10-week-old samples were normalized to the mean value (n = 3). Selected genes were functionally evaluated using STRING (https://string-db.org/)^66^.

### RNA extraction, cDNA preparation, and real-time RT-qPCR

We performed an RNA extraction of the lens and real-time RT-qPCR as described Kanada et al.^65^. Primer sequences are specified in Supplementary Table S2. Gene expression levels were normalized to *Gapdh*. To assess differences between 4-week-old samples and 8- or 10-week-old samples, homoscedastic approval was conducted as described by Nagaya et al.^37^.

### Next generation sequencing analysis

Genomic DNA was extracted using NucleoSpin DNA RapidLyse (Takara Bio). TruSeq DNA PCR-Free Library Prep kits (Illumina) were used for library regulation. Whole-genome sequencing was performed with a NovaSeq6000 system (Illumina) under 150-bp paired-end reads.

### Mutation point analysis

The DNA libraries of 12 species of rats that do not develop cataracts were downloaded from the NCBI SRA (Sequence Read Archive) (https://www.ncbi.nlm.nih.gov/sra). Subsequently, data were compared to ICR DNA sequence on a Linux environment to select mutation points.

### Statistical analysis

To assess the differences 4- to 8-week-old, 4- to 10-week-old ICR lens samples (n = 4) and 4- to 8-week-old, 4- to 10-week-old SD rat lens samples (n = 3) by RT-qPCR, the two-tailed Student’s t-test was performed if homoscedasticity was observed, and a two-tailed Welch’s t-test was performed if homoscedasticity was not observed. *P* < 0.05 was considered statistically significant. Statistical analyses were conducted with Microsoft Excel.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

## Data Availability

Microarray data are available in the GEO repository under the accession number GSE230323 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230323). Nucleotide sequence data reported are available in the DDBJ Sequenced Read Archive under the accession numbers DRR409762 (https://ddbj.nig.ac.jp/resource/sra-run/DRR409762).

# Supplementary material for: Gene profiles and mutations in the development of cataracts in the ICR rat model of hereditary cataracts
**Source:** Sci Rep. 2023 Oct 24;13:18161. doi: 10.1038/s41598-023-45088-1
**Supplement:** Supplementary file 7 — Supplementary Information 7.

Gene profiles and mutations in the development of cataracts in the ICR rat model of hereditary cataracts

Masaru Takashima^1^, Kei Taniguchi^1^, Masaya Nagaya^1^, Shunki Yamamura^1^, Yoshihiro Takamura^2^, Masaru Inatani^2^ and Masaya Oki^1,3,*^

**Supplementary Figure S1: RT-qPCR results with increased expression in ICR and SD rats**

30 genes increased expression in ICR and SD rat were detected by RT-qPCR among increased genes detected by microarray analysis. White bars indicate SD samples data. Gray bars indicate ICR samples data. mRNA levels were normalized to *Gapdh* mRNA level. Data are presented as mean ± SEM. * P < 0.05 relative to 4-week-old lenses of the same animal.

**Supplementary Table S1. List of 81 genes that were significantly (P<0.05) increased or decreased from 4- to 8-week-old or 10-week-old ICR samples by RT-qPCR.** The number of genes with increased expression is 46, and the number of genes with decreased expression is 35.

| **Increased genes** | | **Decreased genes** | |
| --- | --- | --- | --- |
| *Abhd6* | *Kif26a* | *Aif1l* | *Pnkd* |
| *Anxa1* | *Lgsn* | *Aplp1* | *Rnf180* |
| *Anxa8* | *Lims1* | *Caprin2* | *Slc20a2* |
| *Aqp5* | *Mapk8ip1* | *Cbln2* | *Sorbs2* |
| *Arl15* | *Mta3* | *Cpt2* | *Spire1* |
| *Cald1* | *Nfix* | *Dnase2b* | *Tmem100* |
| *Capn6* | *Ntn4* | *Eif4e* | *Tmem154* |
| *Cd44* | *Osgin2* | *Fbxo7* | *Tnnt2* |
| *Col1a2* | *Pik3r1* | *Fxyd6* | *Tnrc6b* |
| *Cpm* | *Pnpla3* | *Gca* | *Trex1* |
| *Cyb5r1* | *Ramp2* | *Ggct* | *Ube2o* |
| *Cyp26a1* | *Rcan2* | *Gje1* | *Whamm* |
| *Cyp2u1* | *Scd1* | *Hmox1* |  |
| *Dapl1* | *Sh2d5* | *Idi1* |  |
| *Dtnbp1* | *Slc12a2* | *Igf2bp2* |  |
| *Eif5a2* | *Slc25a28* | *Limd1* |  |
| *Emp2* | *Slc6a3* | *Loxl1* |  |
| *Erich5* | *Srebf1* | *Metap1* |  |
| *Fn3k* | *Stk35* | *Mtch2* |  |
| *Gdf15* | *Trpm1* | *Myo18a* |  |
| *Gltscr2* | *Vwa5a* | *Nhsl1* |  |
| *Hnrnpul2* | *Zbtb4* | *Nlgn1* |  |
| *Hopx* | *Zcchc24* | *Nt5dc2* |  |

**Supplementary Table S2. List of used for real-time RT-qPCR.**

**Supplementary Dataset S1. List of 84 genes that were increased more than 1.5-fold from 4- to 8-week-old or 10-week-old ICR samples.** Genes whose expression level was increased more than 1.5-fold from 4- to 8-week-old or 10-week-old are indicated by "●". Numbers of differentially expressed genes indicated above “Gene name”, “8weeks”, “10weeks” column. The nine columns on the right show the signal value in each sample.

**Supplementary Dataset S2. List of 98 genes that were decreased more than 2.25-fold from 4- to 8-week-old or 10-week-old ICR samples.** Genes whose expression level was decreased more than 2.25-fold from 4- to 8-week-old or 10-week-old are indicated by "●". Numbers of differentially expressed genes indicated above “Gene name”, “8weeks”, “10weeks” column. The nine columns on the right show the signal value in each sample.

**Supplementary Dataset S3. List of 113 genes that were increased more than 1.5-fold from 4- to 8-week-old or 10-week-old SD rat samples.** Genes whose expression level was increased more than 1.5-fold from 4- to 8-week-old or 10-week-old are indicated by "●". Numbers of differentially expressed genes indicated above “Gene name”, “8weeks”, “10weeks” column. The three columns on the right show the signal value in each sample.

**Supplementary Dataset S4. List of 57 genes that were decreased more than 2.25-fold from 4- to 8-week-old or 10-week-old SD rat samples.** Genes whose expression level was decreased more than 2.25-fold from 4- to 8-week-old or 10-week-old are indicated by "●". Numbers of differentially expressed genes indicated above “Gene name”, “8weeks”, “10weeks” column. The three columns on the right show the signal value in each sample.

**Supplementary Dataset S5. List of 68 genes that were increased more than 1.5-fold from 4- to 8-week-old or 10-week-old only ICR samples.** Genes whose expression level was increased more than 1.5-fold in ICR only, compared to genes extracted in ICR and SD rat. Genes whose expression level was increased more than 1.5-fold from 4- to 8-week-old or 10-week-old are indicated by "●". Numbers of differentially expressed genes indicated above “Gene name”, “8weeks”, “10weeks” column. The nine columns on the right show the signal value in each ICR sample.

**Supplementary Dataset S6. List of 66 genes that were decreased more than 2.25-fold from 4- to 8-week-old or 10-week-old only ICR samples.** Genes whose expression level was increased more than 2.25-fold in ICR only, compared to genes extracted in ICR and SD rat. Genes whose expression level was decreased more than 2.25-fold from 4- to 8-week-old or 10-week-old are indicated by "●". Numbers of differentially expressed genes indicated above “Gene name”, “8weeks”, “10weeks” column. The nine columns on the right show the signal value in each ICR sample.

**Supplementary Dataset S7. List of 1065 mutations over moderate in ICR.** List of ICR mutation points that are MODERATE or HIGH compared to the reference sequence. Chrom indicates chromosome number, Pos indicates position, Ref_allele indicates the base in the reference sequence, Alt_allele indicates the base in the ICR, and Unique_Effect indicates what kind of mutation it is. Unique_Effect indicates what kind of mutation it is. Annotation_Impact states whether the impact of the mutation is MODERATE or HIGH. The Gene column lists the gene names.

**Supplementary Dataset S8. List of 60 mutations High in ICR.** List of ICR mutation points that are HIGH compared to the reference sequence. Chrom indicates chromosome number, Pos indicates position, Ref_allele indicates the base in the reference sequence, Alt_allele indicates the base in the ICR, and Unique_Effect indicates what kind of mutation it is. Unique_Effect indicates what kind of mutation it is. Annotation_Impact states whether the impact of the mutation is MODERATE or HIGH. The Gene column lists the gene names.

How the deposited data were processed for this re-analysis (not part of the article)

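Gene expression was measured in lenses of male ICR rats, which develop hereditary cataract, and of male SD rats on GeneChip Rat Gene 2.0 ST arrays. The ICR lenses gave 3 arrays each at 4, 8 and 10 weeks of age, and the SD lenses gave 1 array at each age. Groups were taken from the study's sample labels and checked against its text. The authors normalized the scans in R with the Robust Multi-array Average algorithm, and the values used here are the log2 signals as the authors deposited them, 1 per probe set and array. The package and version of that step, and whether all 12 arrays were normalized as one set, are not given in the sources used here. No background value stands beside the signals, so the study's own minimum signal of 5 was used as the limit of detection. The number of arrays limits the precision.

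Of the 36685 probe sets, 18511 have 1 gene symbol in the platform annotation, 575 have several and 17599 are not listed there. A further 35 were named through the study's Supplementary Data, whose signals match theirs. This gave 18195 genes, and of the 297 with more than 1 probe set the one with the highest mean signal was used. Of 352 lines of Supplementary Data S1 to S4, 343 equal 1 deposited line, 8 equal the mean of 2 and 1 had no match. Probe sets with several symbols were not named, so Gapdh was not analysed here, nor were Cryaa and the other genes given as such in the text. Some items are not reported here.

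Ages were compared in ICR with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the 3 ages in one fit, 2-sided, and adjustment by the Benjamini-Hochberg method to a threshold of 0.05. Genes counted as tested if at least 1 of the 9 ICR arrays reached a signal of 5. Lenses without and with cortical opacity were compared as the 4-week arrays against the mean of the 8-week and 10-week groups. Fold thresholds followed the study, an increase of more than 1.5-fold or a decrease of more than 2.25-fold between means of log2 signals. Strains were compared over all 12 arrays with a strain by age interaction, and at matched ages with age as a factor. Overlaps between the 8-week and 10-week lists were set beside 100 simulations of unchanged groups with the same controls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

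A total of 26 gene lists were fixed before the data were examined, as were the tests and the alternatives, apart from those named as chosen afterwards. The 20 lists with 5 or more measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Camera compares the genes of a list with all other genes tested, so a list called as higher may only have fallen less than the rest. Fry asks whether the genes of a list move, on balance, one way and does not compare them with other genes. From 4 to 10 weeks, 10 of the 20 lists were called at the preset correlation, 2 at an estimated correlation (the 46 genes increased by RT-qPCR and the 16 genes of Figure 4) and 5 by fry. From 4 to 8 weeks, 6, 2 and 3 were called. With the replicate block, camera called 10 and 6 lists at the preset and 0 and 0 at an estimated correlation, and fry called 14 at 10 weeks and 6 at 8 weeks, where the block together with fry or an estimated correlation was chosen after seeing the data. The 9 lists that fry called at 10 weeks with the block and not without it were crystallins (adjusted p = 0.00377), cholesterol synthesis (adjusted p = 0.00832), epithelial-mesenchymal transition (adjusted p = 0.0492), calpains, lens epithelium, oxidative stress, water and ion transport, heat shock and glycolysis. At 8 weeks the lists called by camera at the preset correlation without the block were both lists just named, the genes decreased by RT-qPCR (adjusted p = 0.120 with an estimated correlation), fibre differentiation (adjusted p = 0.110 with an estimated correlation), fatty acid metabolism (adjusted p = 0.105 with an estimated correlation) and the ciliary body and iris list (adjusted p = 0.604 with an estimated correlation). Of these, fibre differentiation lost the call without 4-week replicate 2 (adjusted p = 0.373), 4-week replicate 3 (adjusted p = 0.0777) or 8-week replicate 1 (adjusted p = 0.373) and with cyclic loess (adjusted p = 0.157), fatty acid metabolism without 4-week replicate 1 (adjusted p = 0.129) or 8-week replicate 2 (adjusted p = 0.0784) and with no filter (adjusted p = 0.330), and the ciliary body and iris list without 4-week replicate 2 (adjusted p = 0.120). Genes were named by a fixed rule. It takes the 10 largest rises and falls among genes past the threshold whose groups do not overlap, the genes the study names for expression, up to 4 genes per list with the smallest p, and the 5 largest changes each way in SD. Applying it to the fit with the block was decided after seeing the data. Values in the study's own tables had been seen when lists and rule were fixed.

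Whether the replicate numbers pair the ICR samples was checked from the deviations of each array from the mean of its age. Arrays with the same number correlated with coefficients of 0.543 to 0.847 across genes in all 9 pairs, 0.835 to 0.847 for replicate 1, against 0.339 to 0.506 between replicates 2 and 3, and all 9 arrays correlated best with their own number. The numbers were therefore used as a replicate block, which raised the genes called from 4 to 10 weeks from 15 to 415. What the numbers stand for is not given in the sources used here. In simulated data with this replicate structure, with 4573 genes tested from 4 to 10 weeks, the fit without the block recovered 9.8% of genes changed by a log2 value of 0.585 and 81.2% of those changed by 2, with 0.299% of its calls false. With the block it recovered 55.2% and 98.8%, with 4.28% false. These simulated data were built from the block model itself, with independent errors, so they cannot show that the block holds for the real arrays. In simulated data without replicate structure, 7.2% of genes changed by 0.585 were recovered with the block and 19.4% without it. There, 5.93% and 5.40% of the calls were false.

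Alternatives were other filters, probe sets without a gene symbol kept, the mean of a gene's probe sets, quantile normalization, cyclic loess, a variance trend with robust estimation, array weights, the block, all 12 arrays in the fit, the ciliary body and iris list or the immediate early list as a covariate, other means for the fold thresholds, and each ICR array left out in turn. The replicate 1 arrays as a batch, the fit without them, and the alternatives to the fit with the block were chosen after seeing the data. The RT-qPCR, histology and sequencing data of the study were not used here.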

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

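The replicate 1 batch, the fit without the replicate 1 arrays and the counts over other choices of arrays were tests chosen only after the result was seen.

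On the arrays, the paper reads the strains against each other through lists of genes past fold thresholds between ages. It also measured the genes that rose in ICR by RT-qPCR in SD lenses, and focused on those increased in ICR only. The difference in level between ICR and SD lenses at matched ages drew attention because it takes in genes outside those the paper discusses. There, 17 genes were higher and 13 lower in ICR lenses, 30 in all, with limma and age as a factor, and 446 genes had an unadjusted p under 0.05. Higher in ICR were the homeobox gene *Pbx3* by 2.52 on the log2 scale (standard error 0.13, adjusted p = 6.7e-06), *Mobp* by 2.88 (standard error 0.17, adjusted p = 1.2e-05), the G protein gene *Gnal* by 1.74 (adjusted p = 0.000167), *Slc25a35* by 2.10 (adjusted p = 0.00524), the podoplanin gene *Pdpn* by 0.83 and the desaturase gene *Fads2* by 0.77 (adjusted p = 0.00739). Lower in ICR were the desmocollin gene *Dsc2* (−1.89, adjusted p = 0.000243), *Hydin* (−1.35), *Scrn1* (−1.05), *Prcp* (−1.68, adjusted p = 0.000649), *Gclm* (−0.74, adjusted p = 0.0223) and *Lss* (−1.11, standard error 0.11, adjusted p = 0.000533), which encodes lanosterol synthase. Of the genes that the study sequenced or follows, *Fdft1* was at −0.60 (adjusted p = 0.228), *Srebf2* at −0.10 (adjusted p = 0.726) and *Srebf1* at 1.21 (adjusted p = 0.0647). With the replicate 1 arrays as a batch, 100 genes were called, among them *Fdft1* (adjusted p = 0.000853) and *Srebf1* (adjusted p = 0.0166), and without these arrays 80. Leaving out single ICR arrays gave 25 to 34. These genes were picked after their values were seen. The SD group holds 1 array per age, and base differences under the probes were not analysed here.

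Among 64 choices of 1 array per age as the group of 3, 2 gave as many genes as the real one, itself included. The other, the 3 replicate 1 arrays of ICR, gave 2217, which points to a structure of the samples. Arrays of one replicate number deviate together, so only the 4 choices that keep a number together compare with the real one, and of these 2 gave 30 or more, too few choices for a share under 0.05. With the replicate 1 arrays as a batch, 1 of 27 choices, the real one, gave 100 genes or more, and the highest other gave 8, but here too only 3 choices keep a number together.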

How the results depend on the processing

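The replicate 1 batch, the fits without the 3 replicate 1 arrays and the alternatives to the fit with the replicate block were tests chosen only after the results were seen.

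Arrays give no counts, so the depth is the signal over background, here the minimum signal of 5. For the age comparisons below, the cause was not tested, except that leaving out arrays leaves fewer samples. Genes changed from 4 to 8 weeks (0) became 11 with the replicate block and 7 with replicate 1 as a batch, and stayed 0 under each of the others. Genes changed from 4 to 10 weeks (15) became 6 with no filter, 30 with a signal of 5 in at least 3 arrays, 3 with probe sets without a gene kept, 25 with quantile normalization, 24 with trend and robust, 88 with array weights, 415 with the replicate block, 0 with the ciliary and iris list as a covariate, 3 with the immediate early list as a covariate, 364 with replicate 1 as a batch, and 0 to 44 without single arrays. Genes changed from 8 to 10 weeks (0) became 2 with array weights, 11 with the block and 8 with the batch. Genes changed with opacity (6) became 2 with no filter, 3 with probe sets without a gene kept, 1 with quantile normalization, 46 with array weights, 323 with the block, 0 with the ciliary and iris covariate, 1 with the immediate early covariate, 259 with the batch, and 0 to 26 without single arrays. Of the 16 genes of Figure 4, those called (0) became 1 with a signal of 5 in at least 3 arrays, 1 with cyclic loess, 1 with quantile normalization, 1 with trend and robust, 7 with array weights, 14 with the block, 10 with the batch, and 0 to 1 without single arrays.

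With the replicate block, the cause was not tested either. From 4 to 8 weeks, 11 became 0 with no filter, 41 with a signal of 5 in at least 3 arrays, 1 with probe sets without a gene kept, 2 with cyclic loess, 121 with trend and robust, 3 with the ciliary and iris covariate, 0 without the 3 replicate 1 arrays, and 0 to 69 without single arrays. From 4 to 10 weeks, 415 became 87 with no filter, 144 with probe sets without a gene kept, 19 with the ciliary and iris covariate, 96 with the immediate early covariate, 31 without the 3 replicate 1 arrays, and 86 to 402 without single arrays. From 8 to 10 weeks, 11 became 1 with no filter, 0 with probe sets without a gene kept, 31 with trend and robust, 7 with the ciliary and iris covariate, 0 without the 3 replicate 1 arrays, and 0 to 13 without single arrays. With opacity, 323 became 60 with no filter, 72 with probe sets without a gene kept, 519 with trend and robust, 15 with the ciliary and iris covariate, 116 with the immediate early covariate, 16 without the 3 replicate 1 arrays, and 35 to 298 without single arrays. Of the 16 genes of Figure 4, 14 became 3 with no filter, 5 with probe sets without a gene kept, 0 with the ciliary and iris covariate, 6 with the immediate early covariate, 2 without the 3 replicate 1 arrays, and 4 to 13 without single arrays.

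Gene lists called from 4 to 10 weeks (10) became 2 with an estimated correlation, 5 with fry, and 7 to 10 without single arrays, and from 4 to 8 weeks (6) they became 2, 3, and 5 to 7. With the replicate block, 10 and 6 lists were called at the preset correlation, 14 and 6 by fry, and 0 and 0 at an estimated correlation, the last 2 settings chosen after seeing the data. Genes increased in ICR (58) became 284 with no filter, 90 with cyclic loess, and 59 to 263 without single arrays, and genes decreased (51) became 35 to 97 without single arrays. Genes increased in ICR and not in SD (45) became 234 with no filter, 70 with cyclic loess, and 49 to 246 without single arrays, and those decreased (38) became 27 to 67. Genes increased in SD (123) became 1484 and those decreased (55) became 128 with no filter. The strain by age interaction (0 at both ages) became 1 and 1 with replicate 1 as a batch. The strain difference (30) became 100 with that batch and 80 without the 3 replicate 1 arrays, and 25 to 34 without single arrays. The immediate early list changed sign without 4-week replicate 2 (adjusted p = 0.0856), and its adjusted p ranged from 2.0e-06 to 0.236 without single arrays. *Aqp1* changed sign with the ciliary and iris covariate (−0.094) and without 4-week replicate 1 (−0.042), and ranged from −0.042 to 0.62 without single arrays. *Srebf2* did so with cyclic loess (0.070), quantile normalization (0.088), array weights (0.061), without 4-week replicate 1 (0.028), without 10-week replicate 1 (0.028) and without the 3 replicate 1 arrays (0.071), and ranged from −0.049 to 0.028 without single arrays. Neither gene was called under the settings named. For these too the cause was not tested.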

Differences from the paper's values

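Checking the tables' marks against pairs of 4-week arrays other than replicates 1 and 2 was a test chosen only after the values were seen.

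The thresholds are those of the study, applied to means of 3 arrays. The marks in Supplementary Data S1 and S2 follow a 4-week mean of replicates 1 and 2, as given below, so the control arrays differ. Counts are said to differ from the paper's where one was more than 1.5 times the other, and a count within that range need not equal the paper's. For genes increased more than 1.5-fold from 4 to 8 weeks in ICR, the paper gives 42 and the value here is 26. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with means of linear signals (32), the median of 3 arrays (36), quantile normalization (35), cyclic loess (40), and without 4-week replicate 2 (38), 4-week replicate 3 (41), 8-week replicate 1 (30) or 8-week replicate 2 (57). It stayed outside that range with no filter (109), with the filter over 12 arrays, without 4-week replicate 1 (182), 8-week replicate 3 (68) and any 10-week array. For genes decreased more than 2.25-fold from 4 to 8 weeks, the paper gives 34 and the value here is 5. It came within that range without 4-week replicate 3 (33) or 8-week replicate 1 (25) and stayed outside it in all other settings set before the data were examined.

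For genes decreased from 4 to 10 weeks, the paper gives 96 and the value here is 50. The count came within 1.5 times the paper's with means of linear signals (65) and without 4-week replicate 3 (95), 10-week replicate 1 (73) or 10-week replicate 2 (64), and stayed outside that range in the other settings. For the total of decreased genes, the paper gives 98 and the value here is 51. This total came within that range with means of linear signals (68) and without 4-week replicate 3 (97) or 10-week replicate 1 (74), and stayed outside it in the other settings.

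For genes increased in ICR and not in SD, the paper gives 68 and the value here is 45. The count stayed outside that range with no filter (234), with the filter over 12 arrays and without 4-week replicate 1 (246), and came within that range in the other settings, with 68 without 4-week replicate 3. It also came within that range without the 3 replicate 1 arrays (57), a setting chosen after seeing the values, which drops 30 of the 68 genes of Supplementary Data S5. For genes decreased in ICR and not in SD, the paper gives 66 and the value here is 38. These came within that range with no filter (52) and without 4-week replicate 3 (67), 8-week replicate 1 (50) or 10-week replicate 1 (61), and stayed outside it in the other settings.

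The marks for 8 and 10 weeks that Supplementary Data S1 sets on its 84 genes both follow the threshold for 35 genes with the mean of all 3 4-week arrays and for 84 with the mean of replicates 1 and 2, while the study states means of 3. With replicates 1 and 3 the number is 24 and with replicates 2 and 3 it is 34. For the 98 genes of Supplementary Data S2 the numbers are 31 with all 3 arrays, 98 with replicates 1 and 2, 21 with replicates 1 and 3, and 36 with replicates 2 and 3. The match with replicates 1 and 2 was found in the tables before the data were examined. As marked, the paper's ICR lists thus follow a 4-week control without replicate 3. Without that array, the increased genes here were 41 at 8 weeks, 73 at 10 weeks and 83 in total (42, 73 and 84 in the paper). The decreased genes were 33, 95 and 97 (34, 96 and 98 in the paper).

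In the paper, no differential expression of oxidative stress response genes was identified on the arrays, and further investigation is called for. By RT-qPCR, the study measured a significant decrease of *Hmox1* and of Ggct, which was not analysed here. Without the replicate number as a block, 0 of 32 such genes were called by limma and the list as a whole was not called. With the block, *Hmox1* (−1.90), *Sod3* (−1.89), *Slc7a11* (−1.10), *Gstp1* (−0.53) and *Gstm2* (−0.52) were called. The study's tables, drawn from these arrays, hold 4 of them, *Gstm2* only as increased in SD. With the block, fry called the list as lower (adjusted p = 0.0492), and camera did not call it (adjusted p = 0.868). *Aqp1*, which Supplementary Data S1 lists among the increased genes, had a log2 change of 0.30 from 4 to 10 weeks here (adjusted p = 0.33 from limma with the block).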

Other observations

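All tests on splits of the samples and on the replicate 1 arrays were chosen only after the results were seen. So were fry with the replicate block and the tests of explanations for the immediate early genes and the ciliary body and iris list. The camera tests of the gene lists at the preset correlation, with and without the block, were fixed earlier.

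In ICR from 4 to 10 weeks, 2 of 15 genes of water and ion transport in the lens rose with the replicate block, *Aqp5* and *Cpm*, and 2 fell, *Slc2a1* and the amino acid transporter gene *Slc7a5* (−0.66, adjusted p = 0.0120 from limma), while 0 were called without the block (6 at an unadjusted p under 0.05), and 3 were higher and 7 lower with it when adjusted over the list alone. *Atp2a2* was at −0.44 (adjusted p = 0.0672) and *Clcn3* at −0.48 (adjusted p = 0.0838). Of 16 genes of the unfolded protein and integrated stress response, 2 rose with the block, *Gdf15* and *Ddit3* (0.61, adjusted p = 0.0137), and 2 fell, *Vldlr* and the asparagine synthetase gene *Asns* (−0.89, adjusted p = 0.0378), with 0 called without the block (3 at an unadjusted p under 0.05) and 3 higher and 3 lower with it when adjusted over the list alone. Of 11 heat shock genes, *Hspb1* rose (0.46, adjusted p = 0.0425) and *Hspd1* (−0.57, adjusted p = 0.0398) and *Dnajb1* (−0.52, adjusted p = 0.0168) fell with the block, with 0 called by limma without it (2 at an unadjusted p under 0.05). Adjusted over the list alone, 1 was higher and 4 lower with the block. Of 15 basement membrane and zonule genes, *Ntn4* rose and *Loxl1* fell (−0.97, adjusted p = 0.00767) with the block, 0 were called by limma without it (6 at an unadjusted p under 0.05), and 1 was higher and 3 lower when adjusted over the list alone. Of 20 mitochondrial genes, 0 were called with limma under either fit (0 at an unadjusted p under 0.05 without the block and 6 with it), and 3 were lower with the block when adjusted over the list alone, with *Cycs* at −0.47 and *Atp5f1b* at −0.37. Of 10 glycolysis genes, *Sord* rose (0.48, adjusted p = 0.0405) and *Pgk1* (−0.45, adjusted p = 0.0341) and *Slc2a1* fell with the block, 0 were called by limma without it (1 at an unadjusted p under 0.05), and 1 was higher and 2 lower when adjusted over the list alone. None of these lists was called by camera (adjusted p = 0.883 for water and ion transport, basement membrane, mitochondria and glycolysis, 0.927 for the stress response and 0.703 for heat shock). With the block, fry called water and ion transport (adjusted p = 0.0314), heat shock and glycolysis (adjusted p = 0.0407 each) as lower. In camera the basement membrane, mitochondria, glycolysis, calpain, oxidative stress and lens epithelium lists went upwards without the block, while their medians were −0.04, −0.18, −0.12, −0.00, −0.09 and −0.07. With the block, mitochondria (adjusted p = 0.597) and oxidative stress went downwards, and water and ion transport (adjusted p = 0.930), the stress response (adjusted p = 0.856) and lipid transport (adjusted p = 0.880) went upwards, with medians of −0.10, −0.17 and −0.04.

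Lists with fewer than 5 measured genes were not tested. With the block, the pigment cell gene *Mitf* fell (−0.89, adjusted p = 0.00872), the vessel gene *Ramp2* rose (0.70, adjusted p = 0.0120) and the cell cycle gene *Ccnd2* fell (−0.73, adjusted p = 0.0110), while without it these genes were not called (adjusted p = 0.121, 0.726 and 0.117). The pigment cell gene *Trpm1* was at 0.47, and no macrophage gene reached a signal of 5, with the highest, *C1qc*, at 4.04. Of the genes in which the study looked for mutations, *Sucla2* was at −0.02 and *Nkx2-6* at 0.21. *Aqp1*, which the paper reports as increased without significance, went from 6.24 ± 0.66 (SD, n = 3) to 6.53 ± 0.19 (SD, n = 3).

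For 4 against 8, 4 against 10 and 8 against 10 weeks, 3 against 3 arrays make 10 splits, which are too few for a share under 0.05. As many genes as in the real split were called in 10, 1 and 10 of the splits, with 0, 15 and 0 in the real split and 0 as the highest other in each. For 4-week arrays against those with opacity in a fit of 2 groups, 84 of 84 splits gave as many genes as the real one, which gave 0, a count that any split reaches, so it says nothing about chance. The highest other, 1954, came from the split of the 3 replicate 1 arrays from the rest, which points to a structure of the samples. With the replicate block, 1 of 27 splits that part the numbers in the same way, the real one, gave as many as its 176 genes. The highest other was the split of the 10-week arrays with 13. This share, under 0.05, argues against a chance division of these arrays. It cannot exclude chance differences between animals, since the sources used here do not say whether the samples came from separate animals.

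The 3 ICR arrays numbered replicate 1 stood apart, with 640 genes more than 2-fold higher and 7 more than 2-fold lower than in the other arrays of the same age, and lists shifted by a median of 0.90 for mitochondria, 0.84 for oxidative stress, 0.48 for glycolysis, 0.42 for lipid transport and 0.29 for crystallins. In these arrays 3548 to 3950 genes reached a signal of 5, against 3132 to 3288 in the other ICR arrays. A gene was tested if any 1 array reached 5, which may favour genes high in replicate 1. Against a shift that depends on signal level, level explained 2.32% of its variance across genes. After cyclic loess, 63.2% of the variance remained on the component that parts these arrays. Cyclic loess acts on signals already summarized per probe set. It therefore cannot test whether the replicate 1 arrays were normalized apart from the others, and normalization stays open. Ciliary body or iris tissue is argued against by the median shift of that list, −0.020 (quartiles −0.189 and 0.176), in a test that replaced one on other eye tissues that had too few genes. Other tissues, whose lists held only 4 tested genes in all, stay open, and no biological explanation was tested because the design gives none.

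Immediate early genes were high in 4-week ICR replicate 2 (median deviation 1.57) and in the 4-week SD array (1.46), and at −0.08 and −0.60 in the other 4-week ICR arrays. The mean of these other 4-week arrays, −0.34, lies within the −0.78 to 0.25 of the 8-week and 10-week ICR arrays. This argues against the age of the lens alone as the cause in ICR. Both high arrays are from 4 weeks, so a part played by age stays open. All but 3 of the 32 genes are in the study's tables, so the height of these arrays is not independent evidence. A response in single lens samples before lysis may be a candidate explanation. Its test on the 3 genes of the list that are in none of the study's tables gave a median difference of 0.44, and it cannot be told apart from other explanations because so few genes were left.

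All 25 genes of the ciliary body and iris list had a negative change from 4 to 10 weeks in ICR, of which 10 passed the limma test with the block and 0 without it (21 at an unadjusted p under 0.05), with a highest signal in any ICR array of 7.73, for *Optc*, and the SD medians were 0.11 at 8 and −0.64 at 10 weeks. Without 4-week replicate 2 the median was −0.97. However, 22 of the 25 genes are in the study's tables, whose marks for decreased ICR genes follow 4-week replicates 1 and 2. A fall through replicate 1 was thus in part built in, so whether 4-week replicate 2 alone accounts for it stays open. In 4-week replicate 3 the median deviation was −0.09, within the −0.54 to 0.22 of the 8-week arrays and above the −0.78 to −0.32 of the 10-week arrays. For a varying amount of ciliary body or iris tissue on each lens, the genes were tested for correlation with each other over the 8-week and 10-week arrays with age means removed, which gave a mean of 0.486, at percentile 98.9 of 10000 random lists matched on signal (median 0.178, highest 0.668). This rests on 8-week replicate 2, in which 23 of the 25 genes had their lowest 8-week signal, since without that array the mean was 0.144, at percentile 37.8, against 98.4 or more without any other of the 6. The amount of tissue and regulation of these genes together with age, a biological explanation, therefore cannot be told apart, and the 3 list genes in no table of the study, with a median change of −0.12, are too few and were picked by their lack of change.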
